# Morphine leads to global genome changes in H3K27me3 levels via a Polycomb Repressive Complex 2 (PRC2) self-regulatory mechanism in mESCs

**DOI:** 10.1186/s13148-020-00955-w

**Published:** 2020-11-09

**Authors:** Iraia Muñoa-Hoyos, John A. Halsall, Manu Araolaza, Carl Ward, Idoia Garcia, Itziar Urizar-Arenaza, Marta Gianzo, Paloma Garcia, Bryan Turner, Nerea Subirán

**Keywords:** Morphine, Embryo, H3K27me3, Epigenetic, PRC2, Next generation sequencing

## Abstract

**Background:**

Environmentally induced epigenetic changes can lead to health problems or disease, but the mechanisms involved remain unclear. Morphine can pass through the placental barrier leading to abnormal embryo development. However, the mechanism by which morphine causes these effects and how they sometimes persist into adulthood is not well known. To unravel the morphine-induced chromatin alterations involved in aberrant embryo development, we explored the role of the H3K27me3/PRC2 repressive complex in gene expression and its transmission across cellular generations in response to morphine.

**Results:**

Using mouse embryonic stem cells as a model system, we found that chronic morphine treatment induces a global downregulation of the histone modification H3K27me3. Conversely, ChIP-Seq showed a remarkable increase in H3K27me3 levels at specific genomic sites, particularly promoters, disrupting selective target genes related to embryo development, cell cycle and metabolism. Through a self-regulatory mechanism, morphine downregulated the transcription of PRC2 components responsible for H3K27me3 by enriching high H3K27me3 levels at the promoter region. Downregulation of PRC2 components persisted for at least 48 h (4 cell cycles) following morphine removal, though promoter H3K27me3 levels returned to control levels.

**Conclusions:**

Morphine induces targeting of the PRC2 complex to selected promoters, including those of PRC2 components, leading to characteristic changes in gene expression and a global reduction in H3K27me3. Following morphine removal, enhanced promoter H3K27me3 levels revert to normal sooner than global H3K27me3 or PRC2 component transcript levels. We suggest that H3K27me3 is involved in initiating morphine-induced changes in gene expression, but not in their maintenance.

**Graphic abstract:**

Model of Polycomb repressive complex 2 (PRC2) and H3K27me3 alterations induced by chronic morphine exposure. Morphine induces H3K27me3 enrichment at promoters of genes encoding core members of the PRC2 complex and is associated with their transcriptional downregulation.
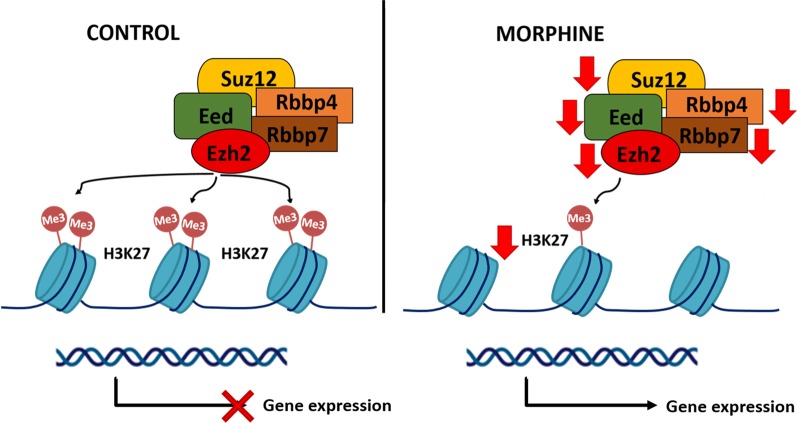

## Background

One of the current challenges of biomedicine is to understand how our lifestyle can influence our health and the health of future generations. Although some epigenetic changes are essential for normal development and ageing, there is still limited understanding of how environmental factors can cause epigenetic changes that lead to health problems or diseases such as autoimmune disorders, neurodevelopmental syndromes, cardiovascular disease and the majority of tumours [1, 2]. In fact, prenatal developmental processes are highly sensitive to toxic chemicals and stress, indicating that environmental factors might cause disturbances in embryo development as well as organ malfunction after birth [3]. Previous studies have shown that morphine can easily pass through the placental barrier and reach the embryo [4, 5]. Morphine is a powerful analgesic that acts on membrane-bound G_i_-protein coupled opioid receptors, which are widely distributed throughout the organism. The therapeutic value of morphine and other opioids for pain relief and analgesia is well-established, despite a considerable number of adverse physiological side-effects [6]. Morphine has been reported to reduce the weight of different organs, such as brain, kidney and liver, as well as the head–tail length in rat embryos [7] and promote delays in nervous system development [8]. Moreover, in-utero morphine exposure has shown alterations in anxiety-like behaviours, analgesic tolerance, synaptic plasticity and the neuronal structure of offspring [9, 10]. However, the mechanism by which morphine impacts the embryo is not well known.

Polycomb repressive complex 2 (PRC2) primarily trimethylates H3K27, conferring a mark of transcriptionally silent chromatin at developmental genes during embryo development. In mammals, PRC2 is composed of 4 core protein subunits, including the enzymatic subunit EZH2 and the following three non-catalytic subunits: EED, RBBP4/RBBP7 and SUZ12 proteins [11, 12]. The EZH2 component catalyses progressive mono-, di- and tri-methylation of H3K27 through its SET domain. In contrast, EED and SUZ12 do not have a catalytic functions but are essential for the stabilization of enzymatic activity, nucleosome binding and target gene recruitment [13, 14]. PRC2 proteins are evolutionarily conserved epigenetic regulators, and the complex is required for maintaining transcriptional patterns by repressing key developmental genes. The critical role of PRC2 proteins during development is highlighted by the early embryonic lethality observed upon deletion of the *Ezh2, Eed, Suz12, Ring1b* and *Rbbp4* genes in mice [15–17]; these proteins also play a critical role in the maintenance of cellular memory once cell fates are determined. Intriguingly, H3K27me3 and several other histone marks are also found in human and mouse sperm, preferentially near developmental genes [18–20], raising an interesting question as to whether these histone modifications are not only involved in cell-to-cell inheritance during embryo development but can also be passed on to the next generation. Considering that the H3K27me3/PRC2 complex is a key epigenetic factor crucial for embryo development, our aim is to elucidate the role of this repressive complex in gene expression and its transmission across cellular generations in response to morphine.

## Results

### Effect of chronic morphine treatment on H3K27me3 in mESCs

We first sought to determine the global changes induced by chronic morphine treatment in mESCs in vitro. mESCs expressing GFP protein under the *Oct4* promoter were treated with morphine (24 h, 10 µM [21]), and global levels of the histone modification H3K27me3 were evaluated by immunoblotting. Although we did not observe any morphological changes (Fig. 1a), morphine treatment led to a downregulation of H3K27me3 levels (Fig. 1b and Additional file 1: Figure S1). 

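H3K27me3 was profiled by ChIP-Seq in 2 control libraries and 2 libraries from mESCs (mouse embryonic stem cells) treated with 10 µM morphine for 24 h. The authors aligned the reads to the mm10 build of the mouse genome with Bowtie2 and called peaks with MACS separately in each library, at a p-value of 1e-05. The deposited lists give the position of each peak and the authors' score, which is -10 times the log10 of the peak's p-value and is never below 50 in these lists. The methods give a minimum number of sequenced reads per replicate, but the lists do not give the number of reads behind each library or peak, so only the presence and position of peaks were compared between libraries, not their enrichment. The lists hold 10305 and 13778 peaks in control replicates 1 and 2 and 8681 and 12282 peaks in morphine replicates 1 and 2. The median peak width was 2803 and 2808 bp in the controls and 2911 and 2831 bp after morphine. A binding site (BS) of a condition was taken as a merged region with a peak from both replicates that overlap by at least 1 bp. Peaks were assigned to the 77258 transcription start sites (TSSs) of the GENCODE vM21 basic annotation, with the promoter as the 1 kb on either side of a TSS, and to 16099 CpG islands called on the GRCm38 sequence, which has the same coordinates as mm10. Most shares of peaks are given per library. Where a 95% Wilson interval is given, it covers counting error only. With 2 libraries against 2, the smallest two-sided p that an exact permutation test allows is 0.33.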

Next, we studied in more depth the genome-wide distribution of H3K27me3 epigenetic marks by chromatin immunoprecipitation followed by high-throughput sequencing analysis (ChIP-Seq). Specifically, 8065 binding sites (BSs) were annotated in the control sample, while 6899 BSs were identified after morphine treatment (Fig. 2a). Thus, morphine led to a decrease in the number of histone BSs, which was consistent with the global downregulation of H3K27me3 induced by morphine. 

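The merged peak lists gave 8077 BSs in the control and 6899 BSs after morphine. Of the BSs found after morphine, 5413 overlapped a control BS and 1486 did not, and 2652 control BSs had no counterpart among the morphine BSs. Many of the BSs assigned to a single condition carried a peak in one library of the other condition. Of the 2652 control BSs without a morphine counterpart, 350 overlapped a peak of morphine replicate 1 and 1430 a peak of morphine replicate 2, which left 872 with no peak in either. Of the 1486 morphine BSs without a control counterpart, 474 had no peak in either control library. The number of peaks per library was 12042 ± 2456 (SD, n = 2) in the control and 10482 ± 2546 (SD, n = 2) after morphine, a difference smaller than the spread between replicates (two-sided exact permutation test, p = 0.667). The second replicate had more peaks than the first in both conditions. The alternative that moved the number of BSs most was a score of at least 100 (a p-value of 1e-10), which left 3192 control and 2715 morphine BSs. When the 8681 strongest peaks of every library were used, 6114 control and 6053 morphine BSs remained. From the lower number of BSs, the paper concludes that morphine decreased the number of H3K27me3 sites.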

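Distal intergenic peaks, more than 3 kb from any TSS, made up 31.4% (95% Wilson interval 30.5 to 32.3%) and 37.0% (36.2 to 37.8%) of all peaks of the 2 control libraries and 27.0% (26.1 to 27.9%) and 34.5% (33.7 to 35.4%) of all peaks of the 2 morphine libraries. The difference of -3.46 percentage points was smaller than the pooled SD between replicates of 4.69 points (two-sided exact permutation test, p = 0.667). Without morphine replicate 1 it changed sign, to 0.310 points. Peaks in introns made up 11.0% and 13.8% of the control peaks and 9.7% and 12.3% of the morphine peaks, a difference of -1.38 points against a pooled SD of 1.89 points (same exact test, p = 0.667) that was -0.00749 points without control replicate 2. Among BSs, the numbers were 2330 distal intergenic sites and 776 intronic sites in the control, and 1713 and 588 after morphine.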

Morphine caused more significant downregulation of H3K27me3 BSs at distal intergenic regions and introns (Additional file 1: Figure S2A). Remarkably, morphine produced an increase in H3K27me3 enrichment at promoters (Fig. 2b, c and Additional file 1: Figure S2A). 

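A peak lay within 1 kb of a TSS for 41.6% (95% Wilson interval 40.6 to 42.5%) and 33.6% (32.8 to 34.4%) of the control peaks and for 48.1% (47.0 to 49.1%) and 37.8% (36.9 to 38.6%) of the morphine peaks. These shares were 37.6% ± 5.64 (SD, n = 2) and 42.9% ± 7.30 (SD, n = 2), a difference of 5.35 percentage points that did not exceed the pooled SD of 6.53 points (two-sided exact permutation test, p = 0.667). Without morphine replicate 1 the difference was 0.182 points. Peak midpoints lay within 1 kb of a TSS for 18.5% and 13.4% of the control peaks and 26.7% and 18.9% of the morphine peaks, a difference of 6.85 points against a pooled SD of 4.68 points (same exact permutation test, p = 0.33, the smallest possible) that was 2.92 points without morphine replicate 1. In both conditions the library with fewer peaks had the larger promoter share, and with the 8681 strongest peaks of each library the difference was 2.87 points. Among BSs, 45.9% of 8077 control sites and 51.8% of 6899 morphine sites lay at promoters. As counts these were 3711 and 3571 sites, at the promoters of 4459 and 4366 genes. The promoters of 806 genes carried a BS after morphine and none in the control, 899 the reverse, and 3560 carried one in both.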

The distribution plot of BSs around transcription start sites (TSSs; ± 3000 bp) of the nearest genes (Fig. 2c) confirmed the increase in H3K27me3 enrichment around TSS regions in morphine-treated mESCs. 

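The number of TSSs with a peak overlapping the surrounding 200 bp was 4871 and 4859 in the control libraries and 5875 and 5921 in the morphine libraries. For the windows 1500 bp upstream the numbers were 4518 and 4918 in the control and 4296 and 4849 after morphine, and for those 1500 bp downstream they were 5654 and 5806 against 5788 and 6104. The number at the TSS relative to the mean of the flanking windows was 0.932 ± 0.0364 (SD, n = 2) in the control and 1.12 ± 0.0594 (SD, n = 2) after morphine. The difference of 0.191 exceeded the pooled SD of 0.0493, and both morphine libraries lay above both control libraries (two-sided exact permutation test, p = 0.33, the smallest that 2 against 2 allow). With the 8681 strongest peaks of each library the difference was 0.194, and with each library left out in turn it stayed between 0.149 and 0.233.

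**Figure D1:**
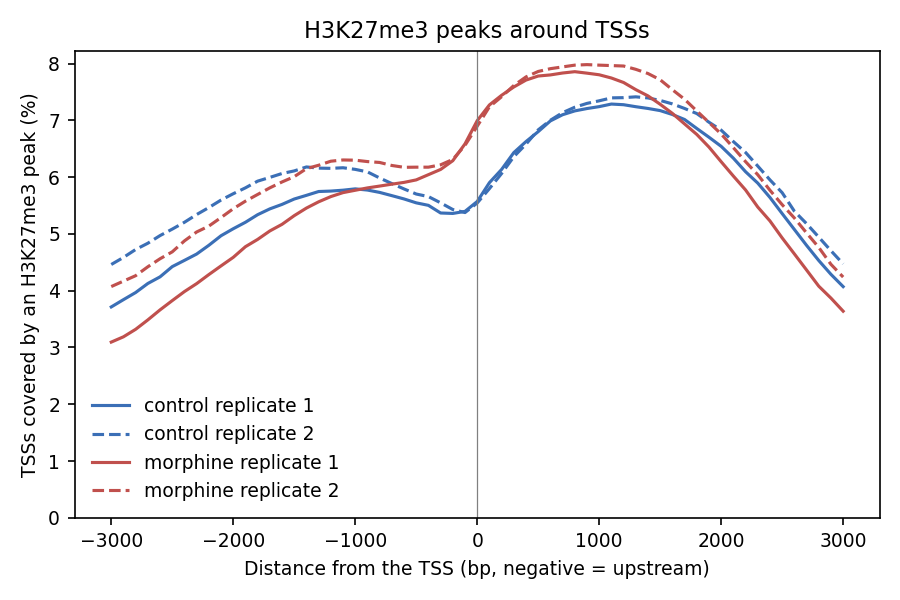
Share of the TSSs (%) covered by an H3K27me3 peak at each distance from the TSS (bp, from 3000 upstream to 3000 downstream), with a line per library. At the TSS itself 4300 and 4280 TSSs were covered in the control libraries (blue) and 5399 and 5324 in the morphine libraries (red).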

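Along the profile from 3000 bp upstream to 3000 bp downstream of the TSS, peak coverage in the control libraries was highest 1100 and 1300 bp downstream of the TSS, and coverage at the TSS was 0.764 and 0.748 of that maximum. In the morphine libraries the maximum lay 800 and 900 bp downstream, and coverage at the TSS was 0.890 and 0.864 of it. For the BSs present in both replicates the same ratio was 0.791 in the control and 0.930 after morphine.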

The control sample displayed a common feature of a TSS-centred plot, with a sharp dip in H3K27me3 around the TSS, while the morphine-treated sample resulted in a single peak showing an increase in H3K27me3 enrichment. Because CpG islands (CGIs) have been implicated in polycomb recruitment and therefore in H3K27me3 modification [22, 23], we also analysed the changes induced by morphine at CGIs and flanking features (Fig. 2d). 

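Each peak was assigned by its midpoint to a CpG island, to a shore (within 2 kb of an island), to a shelf (within 4 kb) or to the open sea. CpG islands held 5.20% (95% Wilson interval 4.79 to 5.65%) and 3.24% (2.95 to 3.55%) of the control peaks and 8.57% (8.00 to 9.18%) and 5.32% (4.94 to 5.74%) of the morphine peaks. The difference of 2.73 percentage points exceeded the pooled SD of 1.90 points, and the libraries of the 2 conditions did not overlap (two-sided exact permutation test, p = 0.33, the smallest possible). Without morphine replicate 1 the difference was 1.11 points. Shores held 28.4% and 21.5% of the control peaks and 32.9% and 24.2% of the morphine peaks. Their difference of 3.60 points was smaller than the pooled SD of 5.55 points (p = 0.667, same exact test), became -0.757 without morphine replicate 1, and was -1.91 when peaks were classed by any overlap with an island first. Shelves held 4.72% and 4.42% of the control peaks and 3.59% and 3.53% of the morphine peaks, without overlap between the conditions (p = 0.33, same exact test). The open sea held 61.7% and 70.8% of the control peaks and 54.9% and 66.9% of the morphine peaks, a difference of -5.32 points against a pooled SD of 7.56 points (p = 0.667, same exact test) that was 0.694 without morphine replicate 1.

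**Figure D2:**
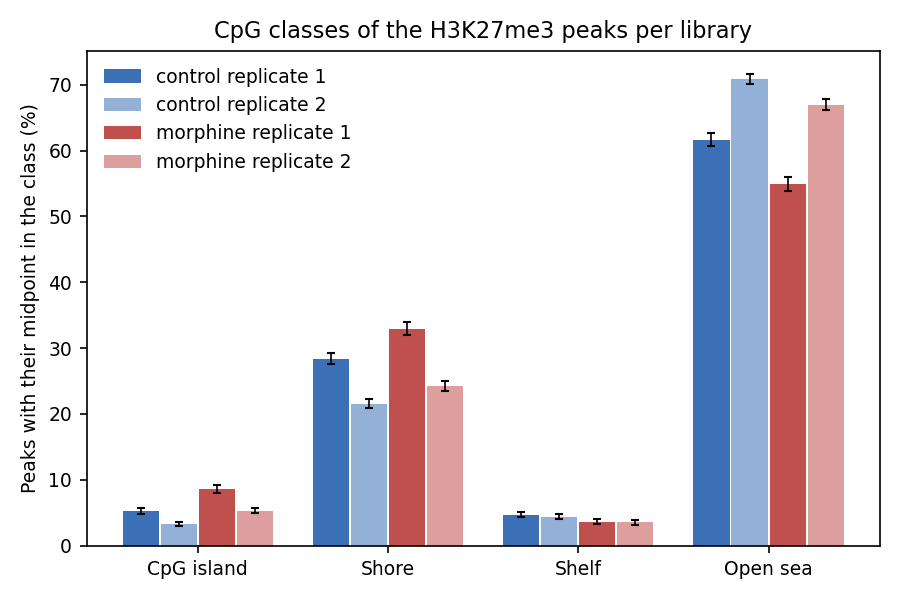
Share of the peaks (%) whose midpoint lies in a CpG island, shore, shelf or the open sea, with a bar per library and its 95% Wilson interval. Island shares were 5.20% and 3.24% in the controls (blue) and 8.57% and 5.32% after morphine (red), with replicate 2 in the paler shade.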

CGIs and shore regions were enriched after morphine treatment, while enrichment at open sea regions was decreased. Interestingly, we observed a remarkable increase at promoter regions with high CGI densities.

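Peaks whose midpoint lay in a CpG island and that lay within 1 kb of a TSS made up 4.03% and 2.42% of the control peaks and 6.85% and 4.22% of the morphine peaks. The means were 3.23% ± 1.13 (SD, n = 2) and 5.54% ± 1.86 (SD, n = 2), and the difference of 2.31 percentage points exceeded the pooled SD of 1.54 points (two-sided exact permutation test, p = 0.33, the smallest possible). Without morphine replicate 1 the difference was 0.992 points, under that SD. Among BSs, 4.10% of the control sites and 7.17% of the morphine sites were island sites at promoters. CpG islands away from promoters held 0.994% ± 0.255 (SD, n = 2) of the control peaks and 1.41% ± 0.431 (SD, n = 2) of the morphine peaks (same exact permutation test, p = 0.667).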

**Fig. 1:**
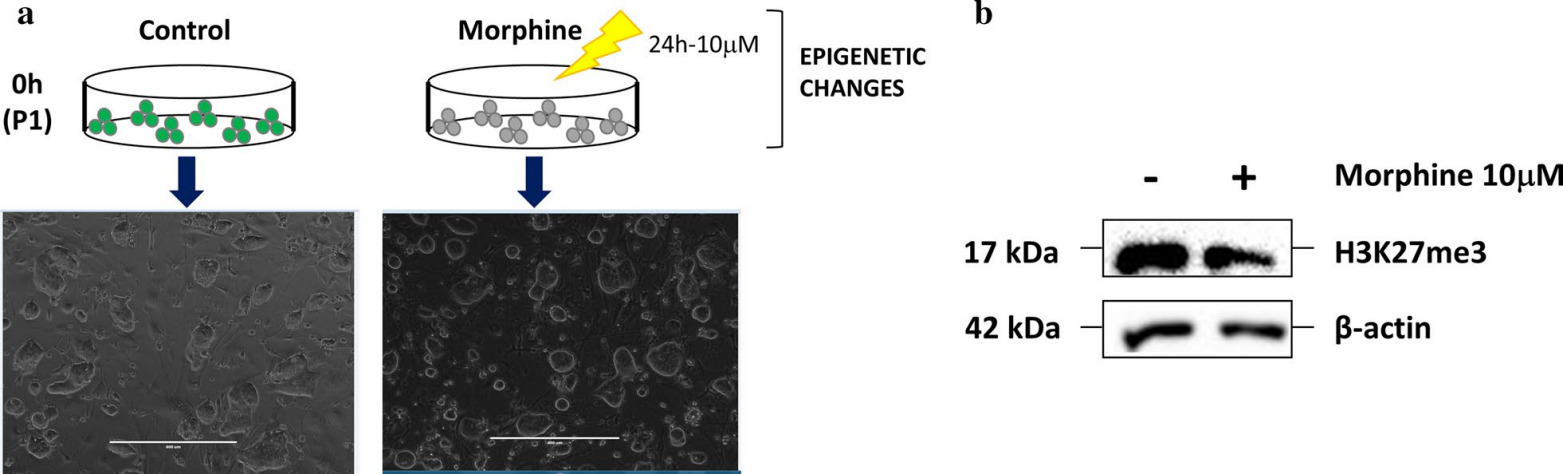
Effect of chronic morphine treatment on H3K27me3 in mESCs. **a** Scheme of mESCs culture and 24 h morphine treatment for in vitro epigenetic changes determination. Representative image of treated and untreated mESCs is also shown. Scale bar = 400 µm. **b** Western blot analysis of H3K27me3 after morphine treatment for 24 h. β-actin was used as loading control. Sample size *n* = 5

**Fig. 2:**
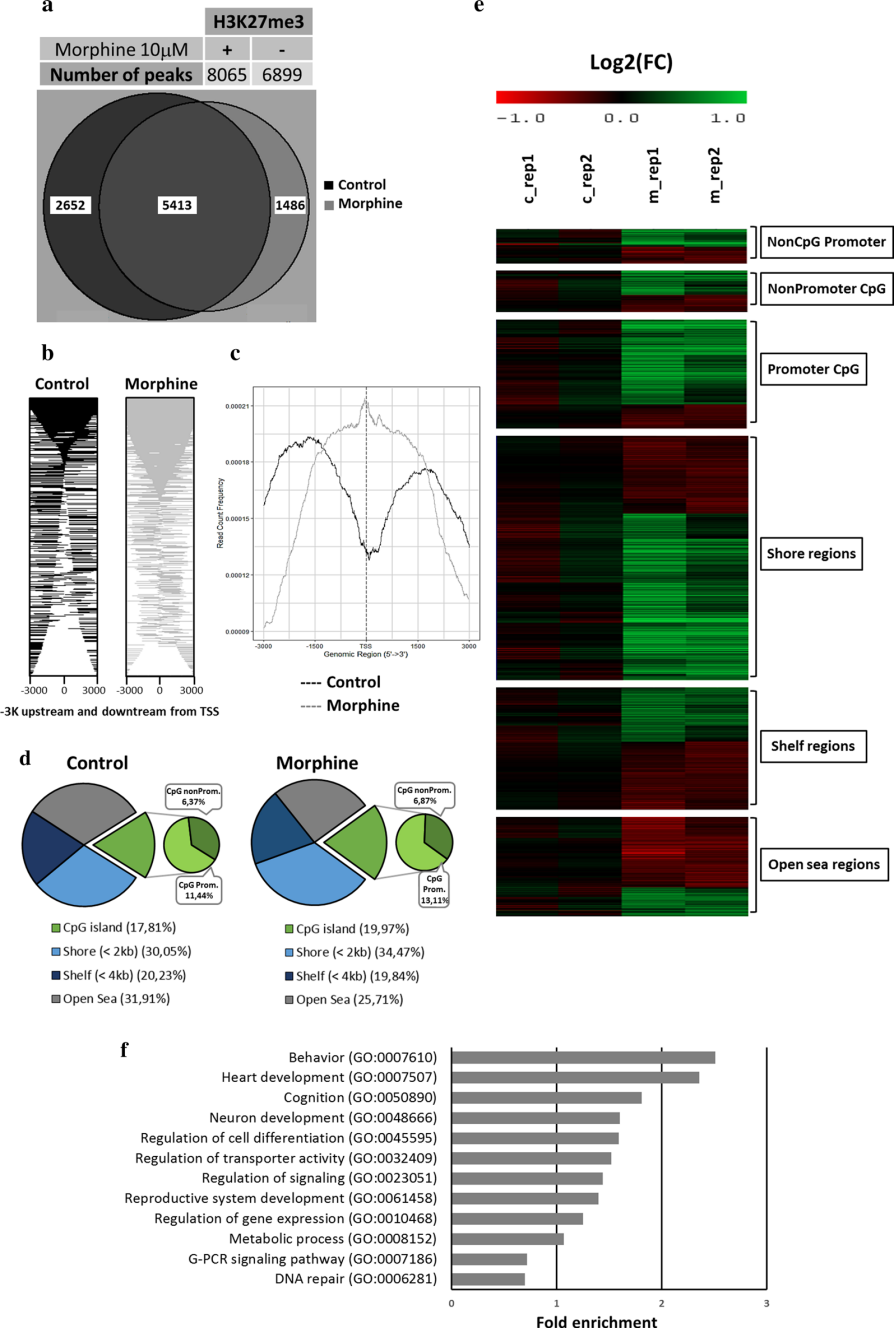
ChIP-Sequencing binding distribution of H3K27me3 after chronic morphine treatment. **a** ChIP-Sequencing binding distribution of H3K27me3 after morphine treatment. Total number of peaks in control and morphine treated samples and Venn diagram of H3K27me3 BSs. **b** Representation of H3K27me3 peaks at ± 3 kb around the TSSs in control and morphine treated samples. **c** Distribution of the H3K27me3 peaks around ± 3 kb from TSS regions. **d** Pie-chart showing CpG feature distribution of H3K27me3 peaks in CpG island (belonging to promoter or non-promoter region + 1 kb from TSS), shore (< 2 kb), shelf (< 4 kb) and open sea (the rest of the genome) regions. **e** Heatmap representation of Log2 (FC) values of DBSs in control and treated samples related to promoters CpG island, shore, shelf and open sea regions. **f** Functional enrichment analysis showing the most indicative biological functions of the specific genes annotated from binding sites (BSs) and differential binding sites (DBSs). Statistical analyses Bonferroni corrected for *p* < 0.05

Considering the differentially enriched regions with *p* < 0.05 and FDR < 0.05, 1028 differential binding sites (DBSs) were identified, including 595 upregulated histone sites after morphine treatment and 433 downregulated sites (Additional file 1: Figure S2B, C). Specifically, most DBSs sensitive to chronic morphine treatment (63%) were found at promoter regions with a high density of CGIs (Fig. 2d, e). Heatmap analysis confirmed the presence of both up- and downregulated DBSs at the different genomic features surrounding CGIs, such as shores, shelfs and open sea regions (Fig. 2e).

To understand the biological functions in which morphine was involved, Gene Ontology (GO) analysis was performed using The Gene Ontology Resource from the GO Consortium (https://geneontology.org/). Functional enrichment analysis showed that H3K27me3-enriched genes sensitive to morphine were involved in behaviour, cognition, embryo development, metabolism and gene expression (Fig. 2f and Additional file 1: Figure S3).

### Effect of chronic morphine treatment on the global transcriptome in mESCs by *mRNA-Sequencing*

Due to the impact of histone modifications on gene expression, our previous observations prompted us to identify specific transcriptome changes associated with morphine treatment. Thus, we set out to perform global gene expression profiling by RNA-Seq comparing cells treated and untreated with morphine for 24 h. 

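Poly(A) RNA from 2 control cultures and 2 cultures treated with 10 µM morphine for 24 h was sequenced. The authors prepared stranded libraries, aligned the reads to mm10 with Hisat2, assembled transcripts with StringTie on a UCSC gene annotation, and counted reads per locus with featureCounts. The deposited values are these raw counts for 44396 loci, of which 40846 carry a gene name, and 31172 of these match the name and position of a gene in GENCODE vM21. The total count was 27820199 and 29531096 in control replicates 1 and 2 and 25081266 and 28052049 in morphine replicates 1 and 2. The loci without a gene name took 2.04% of the counts and were kept. Counts were normalized by TMM, given as CPM (counts scaled to a common library size), and tested with the quasi-likelihood test of edgeR for the 20350 loci past its default expression filter (filterByExpr), with Benjamini-Hochberg adjustment. The paper names edgeR, TMM normalization and an FDR of 0.05 but not the test within edgeR. In simulated counts with the means and dispersions of the real loci, the test recovered 200 of 200 expressed loci changed by 1 on the log2 scale, with 10 false calls among 20009 loci. With the length trends of the real libraries added it recovered 200 as well, with 32 false calls among 20024 loci, and 23 once an offset removed the trends. With steeper trends of chosen slopes it recovered 0 of 200 (183 at an unadjusted p under 0.05) without an offset, and 200 with 12 false calls among 20091 loci with one. Changes smaller than 1 and trends with GC content were not simulated. The recovery of smaller changes, such as those of the PRC2 genes below, is therefore not known. The first principal component took 42.4% of the variance and separated the conditions, with the morphine libraries at 26.3 and 11.5 and the control libraries at -22.2 and -15.6. The libraries had the same order in their trend with GC content, so treatment and this trend cannot be told apart on that component. Differences between libraries correlated with GC content at 0.194 (control replicate 2 minus 1) and -0.338 (morphine replicate 2 minus 1). For morphine replicate 2 minus control replicate 2 it was 0.337 (Spearman). Spearman's correlation of normalized log2 values across loci, which are not independent replicates, was 0.992 between the control libraries, 0.993 between the morphine libraries and 0.990 to 0.992 between conditions.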

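At an FDR of 0.05 from edgeR's quasi-likelihood test, 309 of 20350 loci differed between control and morphine-treated cells, 125 upregulated and 184 downregulated. The alternatives that moved this number most were leaving out the count filter (1657 DEGs) and an FDR of 0.01 (24 DEGs). The edgeR exact test called 807 DEGs (332 up, 475 down), the likelihood ratio test 840 and DESeq2 652 (265 up, 387 down). The largest rise was that of Rps23, from 2.95 ± 0.676 to 70.2 ± 63.4 normalized CPM (SD, n = 2 each), a log2 fold change of 4.55 (standard error 0.62, adjusted p = 0.00993 from edgeR's quasi-likelihood test) that was 3.10 without morphine replicate 1. Its reads can be shared with near-identical copies of the gene, so its value is uncertain. The largest fall was that of an unnamed locus of 378 bp on chromosome 11 (16955485 to 16955862), with 22 and 13 counts in the control and 3 and 2 after morphine, at least 5.54-fold lower. Across the 16690 tested loci with a GENCODE transcript, the log2 fold change rose with GC content (Spearman's correlation across genes 0.534). A trend with locus length and GC content was then removed from each library, a correction chosen after the counts were seen. Of the 112 upregulated and 140 downregulated DEGs among these loci, 63 and 45 were still called. The corrected fit held only these loci. Against an uncorrected fit of the same loci, 88 of 418 upregulated and 57 of 572 downregulated DEGs were still called.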

Considering the significant differences with *p* < 0.05 and FDR < 0.05 (Fig. 3a), a total of 932 differentially expressed genes (DEGs) were identified after 24 h of morphine treatment, including 386 upregulated genes and 546 downregulated genes. Functional enrichment analysis revealed a role for morphine in several biological functions related to female gamete generation, nuclear and cell division, DNA repair, chromosome organization, gene expression, metabolism and signalling (Fig. 3b).

**Fig. 3:**
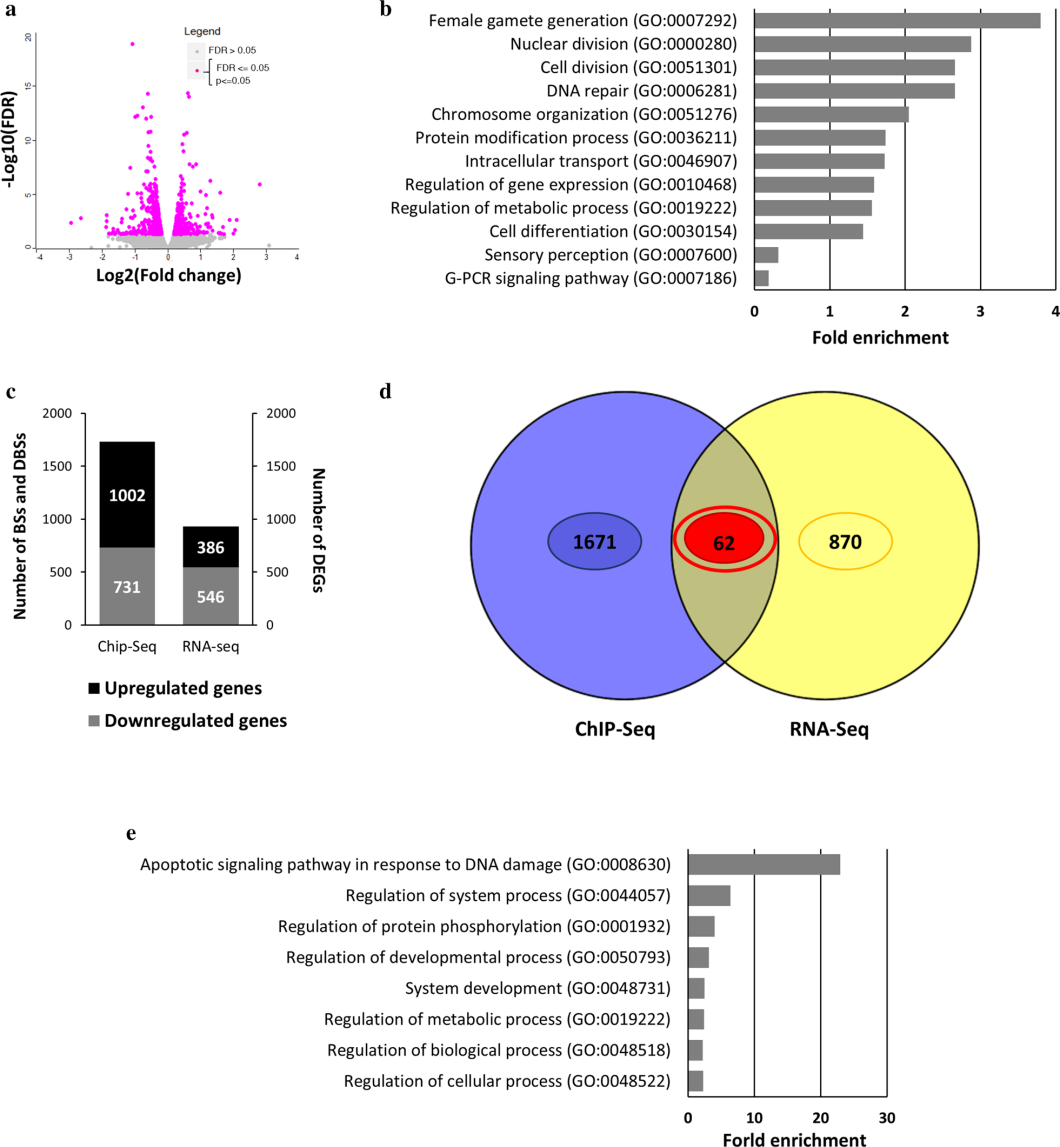
Transcriptomic analysis by RNA-Seq after chronic morphine treatment in mESCs*.* **a** Volcano plot of DEGs showing significant genes (*p* < 0*.*05 and FDR < 0*.*05) in purple and not significant in grey*.* **b** Gene Ontology analysis showing the top biological functions*,* performed with the criteria of Bonferroni corrected for *p* < 0*.*05*.* **c** Numbers of annotated genes form H3K27me3 binding sites (BSs) and differential binding sites (DBSs)*,* and differential expressed genes (DEGs) after 24 h morphine treatment*.* **d** Venn diagram showing the overlap between H3K27me3 BSs and DBSs at propotor level*,* and RNA-seq DEGs after morphine treatment, **e** Gene Ontology analysis showing the top biological functions*,* performed with the criteria of Bonferroni corrected for *p* < 0*.*05

Aiming to understand the relevance of H3K27me3 chromatin distribution on transcriptomic deregulation after chronic morphine treatment, an integrative analysis was performed between the ChIP-Seq and RNA-Seq data. 

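Of the 17 genes listed in Figure S4C, 16 had lower counts after morphine and Bmp4 had higher counts, and 8 had an FDR of 0.05 or less over all loci tested with edgeR's quasi-likelihood test. All 17 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. The log2 fold changes ran from -0.39 for Pgap1 to 0.31 for Bmp4, with a median of -0.26. Sirt1, on chromosome 10 from 63319005 to 63339035, fell from 244 ± 7.13 to 197 ± 19.6 normalized CPM (SD, n = 2 each; log2 fold change -0.31, standard error 0.06, adjusted p = 0.0419 from the same test). The edgeR exact test and DESeq2 each called 14 of the genes, and with the locus length trend removed from each library 2 were called. The genes were GC-poor, with a median GC content of 43.9% against 50.5% over the tested loci, and with the trends of length and GC content removed 3 were called and the median log2 fold change was -0.11. Bmp4, Med13, Tead1 and Kdm1b overlap another locus of the count table, so their counts are less certain. At their promoters, 6 of the genes (Suz12, Atad5, Smchd1, Sirt1, Psme4 and Pikfyve) had a peak in both morphine libraries and in neither control library. A peak was present in all 4 libraries for 5 genes, including Bmp4, and in both morphine libraries and 1 control library for 4 genes. Tead1 had a promoter peak in morphine replicate 2 alone, and Mga had none in any library. The length of each peak list is not the depth of its library, so an absent peak is not an absent mark.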

We identified 16 genes involved in embryonic development, metabolism and chromatin regulation whose gene expression deregulation was associated with the distribution of H3K27me3 marks at their promoters (Additional file 1: Figure S4C). Remarkably, the expression of the PRC2 subunit gene *Suz12* was downregulated and associated with increased H3K27me3 at its promoter. 

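Suz12 is read from the locus on chromosome 11 of mm10 from 79993106 to 80034123. It had 13495 and 13627 counts in the control libraries and 10084 and 12532 counts in the morphine libraries. After TMM normalization this was 477 ± 20.0 CPM (SD, n = 2) in the control and 422 ± 32.9 CPM (SD, n = 2) after morphine, a log2 fold change of -0.18 (standard error 0.06). Its FDR was 0.107 over all loci in edgeR's quasi-likelihood test and 0.0234 when adjusted over the list alone, the list being the 5 PRC2 subunit genes. The latter is not independent evidence, because the paper singled out Suz12 on these libraries. DESeq2 gave an adjusted p of 0.0404, and over the alternatives tried the FDR ran from 0.00565 to 0.748. With each library left out in turn, the log2 fold change stayed between -0.26 and -0.10, the latter without morphine replicate 1. With the trends of locus length and GC content removed from each library it was -0.03. The paper states from the lower expression and the promoter signal that Suz12 was downregulated in association with H3K27me3. It also reports both changes for Suz12 by qPCR, which was not analysed here.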

In spite of that, a total of 125 genes sensitive to morphine between the transcriptomic and ChIP-Seq analyses were identified (Additional file 1: Figure S4). Functional enrichment analysis showed genes related to apoptosis, neurogenesis, metabolic processes and gene expression changes for both the H3K27me3 distribution and gene expression after morphine treatment (Fig. 3b). 

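Of the 16690 tested loci with a GENCODE gene, 545 had a promoter BS after morphine and none in the control, and 10 of these were DEGs (1.83%, against 1.5% of the other loci; odds ratio 1.23, two-sided Fisher's exact test, p = 0.474, the same after adjustment over the 3 sets tested). The 10 genes were Pgap1, Med13, Sirt1, Smchd1, Man2a1 and Atad5, which fell, and Tmem132a, Klf2, Epop and Ltbr, which rose. When promoters with a peak in either control library were left out, 4 of 234 loci were DEGs. None of the 557 loci whose promoter BS was found only in the control was a DEG, against 1.56% of the other loci (Fisher's exact test, p = 0.000296, adjusted 0.000444), and 83 of them had an unadjusted p under 0.05. Loci with a promoter BS in both conditions were also called less often than the rest, 19 of 2756 (0.689% against 1.67%, Fisher's exact test, p = 3.54e-05, adjusted 0.000106). Genes are not independent replicates, so these tests describe these libraries. The tests did not account for expression. The median control RNA was 2.58, 2.23 and 2.16 log2 CPM for loci that gained, lost or kept a BS, against 3.87 over the tested loci. Lower power at low counts can therefore not be excluded as a reason for fewer calls. With the DEGs of the edgeR exact test the corresponding counts were 26 of 545 and 7 of 557. As sets, the genes that gained, lost or kept a promoter BS had median log2 fold changes of 0.020, 0.0024 and 0.010 and no shift in expression (camera with a preset correlation of 0.01, p = 0.353, 0.965 and 0.484, adjusted p = 0.564, 0.965 and 0.645 over the 8 sets tested, and no call under fry or an estimated correlation).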

Considering only those genes that showed H3K27me3 changes at the promoter level for integrative analyses (Fig. 3c), we identified 62 genes related to embryo development and cell differentiation as well as apoptosis, metabolism and basic cellular processes (Fig. 3d, e), suggesting that the role of H3K27me3 in response to morphine treatment goes beyond gene expression regulation alone.

### Effect of chronic morphine treatment on PRC2

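The TSS of Suz12 lies at position 79993106 of chromosome 11, on the forward strand. Morphine replicate 1 had a peak from 79993253 to 79994778 (authors' score 62.72) and morphine replicate 2 a peak from 79993458 to 79995015 (authors' score 52.99), which start 147 and 352 bp downstream of the TSS. Both scores lie below their library's median score of 83.33 and 83.68. Neither control library had a peak in the gene or within 1 kb of its TSS, and their nearest peaks were 18936 and 17333 bp away. With the stricter score of at least 100, no library had a peak there. Chromosome 11 held 9.87 peaks per Mb as the mean of the 4 libraries, against 3.46 to 4.92 on the autosomes other than 8 and 11.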

Morphine led to an increase in H3K27me3 enrichment at the *Suz12* gene promoter that was consistent with its reduced expression (Fig. 4). Therefore, RNA-Seq and ChIP-Seq approaches confirmed that morphine was able to regulate the PRC2 complex in mESCs. 

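For the other PRC2 subunit genes, no peak lay within 1 kb of a TSS in any of the 4 lists. The nearest peak to a TSS of Ezh2 was 18021 bp away in a control library and 18108 bp away in a morphine library. For Eed the nearest peak in any library was 69893 bp away, for Rbbp4 45784 bp and for Rbbp7 116711 bp. No peak overlapped the body of any of the 4 genes. The lists give only regions past the authors' threshold, so a change in signal below that threshold was not detectable in them.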

Further analysis (landscape in the UCSC genome browser) showed an effect of chronic morphine treatment not only on *Suz12* but also on other PRC2 components such as *Ezh2, Eed*, *Rbbp4 and Rbbp7* (Fig. 4). Morphine increased the H3K27me3 enrichment at promoters, which also corresponds to CGI regions in the core members of the PRC2 complex. 

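A TSS of each of the 5 genes lies in a CpG island called on GRCm38. The islands span 79992476 to 79993854 on chromosome 11 for Suz12, 47594210 to 47595636 on chromosome 6 for Ezh2, 89980108 to 89981408 on chromosome 7 for Eed, 129334606 to 129335995 on chromosome 4 for Rbbp4 and 162760090 to 162761400 on chromosome X for Rbbp7. The Suz12 peaks of both morphine libraries overlap its island, and the other 4 islands overlap no peak in any library.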

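All 5 PRC2 subunit genes had lower mean counts after morphine, and none had an FDR of 0.05 or less over all loci in edgeR's quasi-likelihood test, with 2 (Suz12 and Ezh2) at an unadjusted p under 0.05. The same 2 passed when adjusted over the list alone. The paper singled out these genes on the same libraries, so neither that adjustment nor the set test below is independent evidence. Ezh2 went from 205 ± 0.998 to 185 ± 8.46 normalized CPM (SD, n = 2 each), a log2 fold change of -0.15 (standard error 0.05, adjusted p = 0.117 from the quasi-likelihood test). The log2 fold changes of Eed, Rbbp4 and Rbbp7 were -0.06, -0.08 and -0.06 (adjusted p = 0.563, 0.325 and 0.487 from the same test). Without morphine replicate 1 those of Eed, Rbbp4 and Rbbp7 were 0.0058, -0.052 and -0.032. The 5 genes taken as a set had camera p = 0.0184 with a preset correlation of 0.01 (adjusted p = 0.0737 over the 8 sets tested), which was not past 0.05 under fry or an estimated correlation. With the trend of locus length removed the set had, with the same preset correlation, camera p = 0.00347 (adjusted p = 0.0139) and a median log2 fold change of -0.10, and with the trends of length and GC content removed, a correction chosen after the counts were seen, camera p = 0.43 (adjusted p = 0.861). Rbbp4 and Rbbp7 overlap other loci of the count table, so their counts are less certain. With the trends of locus length and GC content removed from each library, 3 of the 5 genes were lower after morphine and the median log2 fold change was -0.03.

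**Figure D3:**
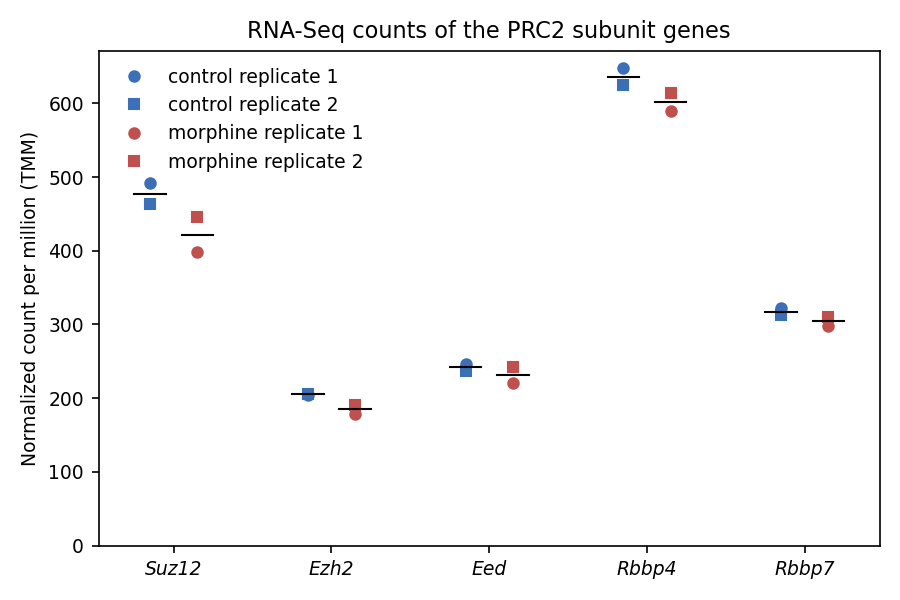
TMM-normalized CPM of the PRC2 subunit genes in the control (blue) and morphine (red) libraries, with a circle for replicate 1, a square for replicate 2 and a bar at the mean. The Suz12 means are 477 and 422, and the Ezh2 means are 205 and 185.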

Consistent with the H3K27me3 chromatin distribution, the RNA-Seq tracks also showed downregulation of all the mentioned PRC2 subunits.

**Fig. 4:**
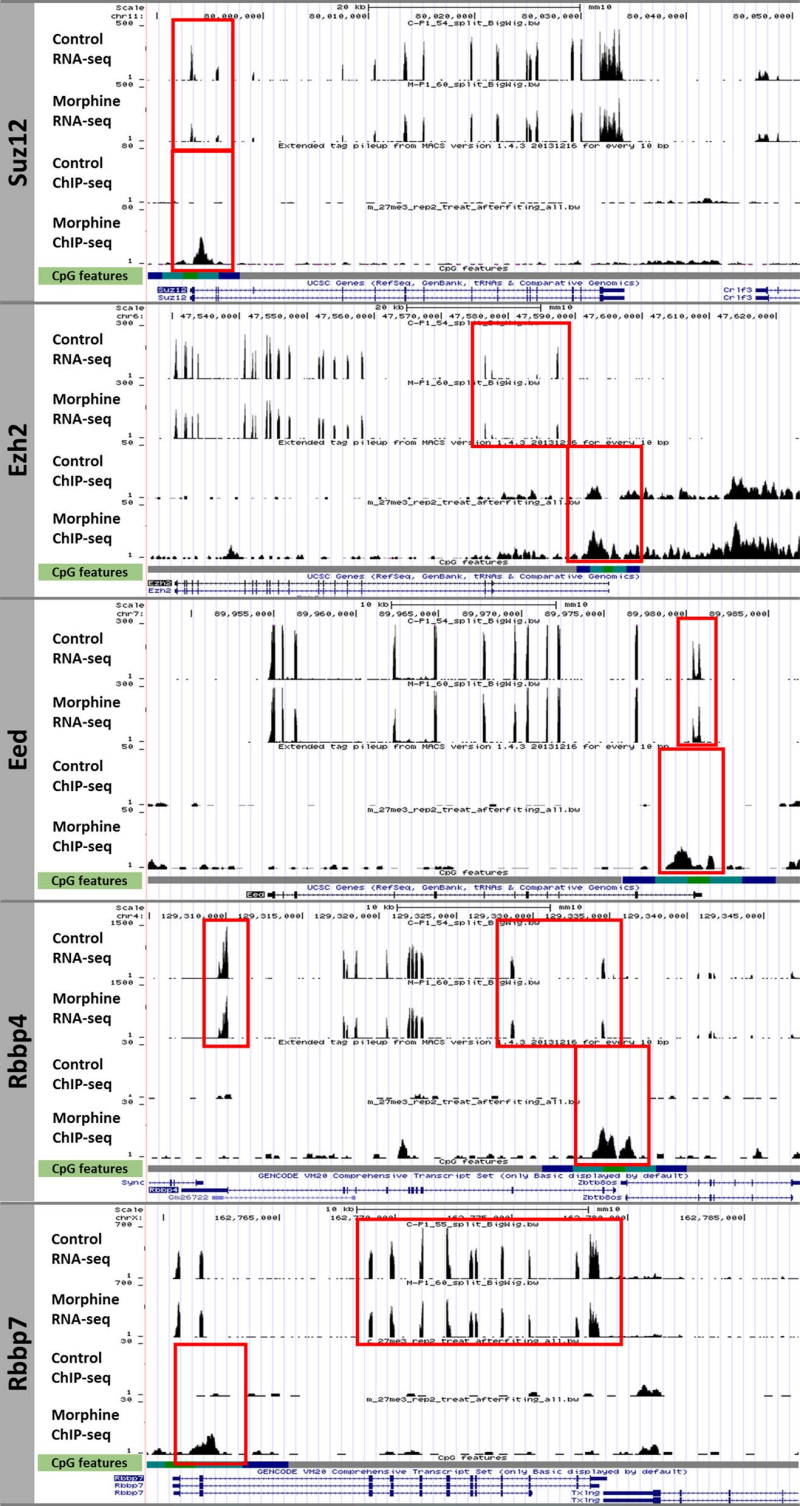
Effect of chronic morphine treatment on PRC2 repressive epigenetic complex. RNA-seq and H3K27me3 ChIP-seq track transitions enriched at promoter level, for PRC2 complex subunits *Suz12, Ezh2, Eed*, *Rbbp4* and *Rbbp7.* CpG features track was composed by CpG islands in green, shores in light blue, shelfs in dark blue and open sea in grey. Red boxes point out the enrichment and gene expression change location

To evaluate whether morphine can induce cellular epigenetic memory, we next analysed the dynamic epigenetic changes over time in the absence of morphine. For that purpose, OCT4-reported mESCs were treated with morphine for 24 h (P1). After morphine removal, the mESCs were seeded and maintained in culture for 48 h (P2). Since mESCs need to be seeded every two days to maintain stemness and prevent cell differentiation, the cells were seeded again and maintained in culture for another 48 h (P3) (Fig. 5a). Morphine did not induce any morphological changes over the three time points (Fig. 5a). Immunoblotting analyses showed that morphine induced a reduction in H3K27me3 levels at P1. This global reduction persisted in the absence of morphine through P2 (48 h), but not to P3 (96 h), in which a slight increase was observed (Fig. 5b, c and Additional file 1: Figure S5). We then sought to evaluate how morphine modified the expression of core PRC2 complex genes over the same time course. The expression of *Suz12*, *Eed* and the complex catalytic subunit *Ezh2* was strongly reduced immediately after 24 h of morphine treatment (P1). For Ezh2 and Eed, a significant reduction persisted for 48 h in the absence of morphine (P2), but the expression of all three genes returned to control levels or above by 96 h (P3) (Fig. 5c). We next asked if morphine-induced expression changes could be due to changes in the H3K27me3 distribution at the promoter level. ChIP-qPCR analyses showed a dramatic enrichment of H3K27me3 at the promoters of all three genes over the control immediately after 24 h of morphine treatment (P1). However, the levels progressively returned to the control levels after 48 h (P2) and were below the control levels by 96 h (P3) in the absence of morphine (Fig. 5d).

**Fig. 5:**
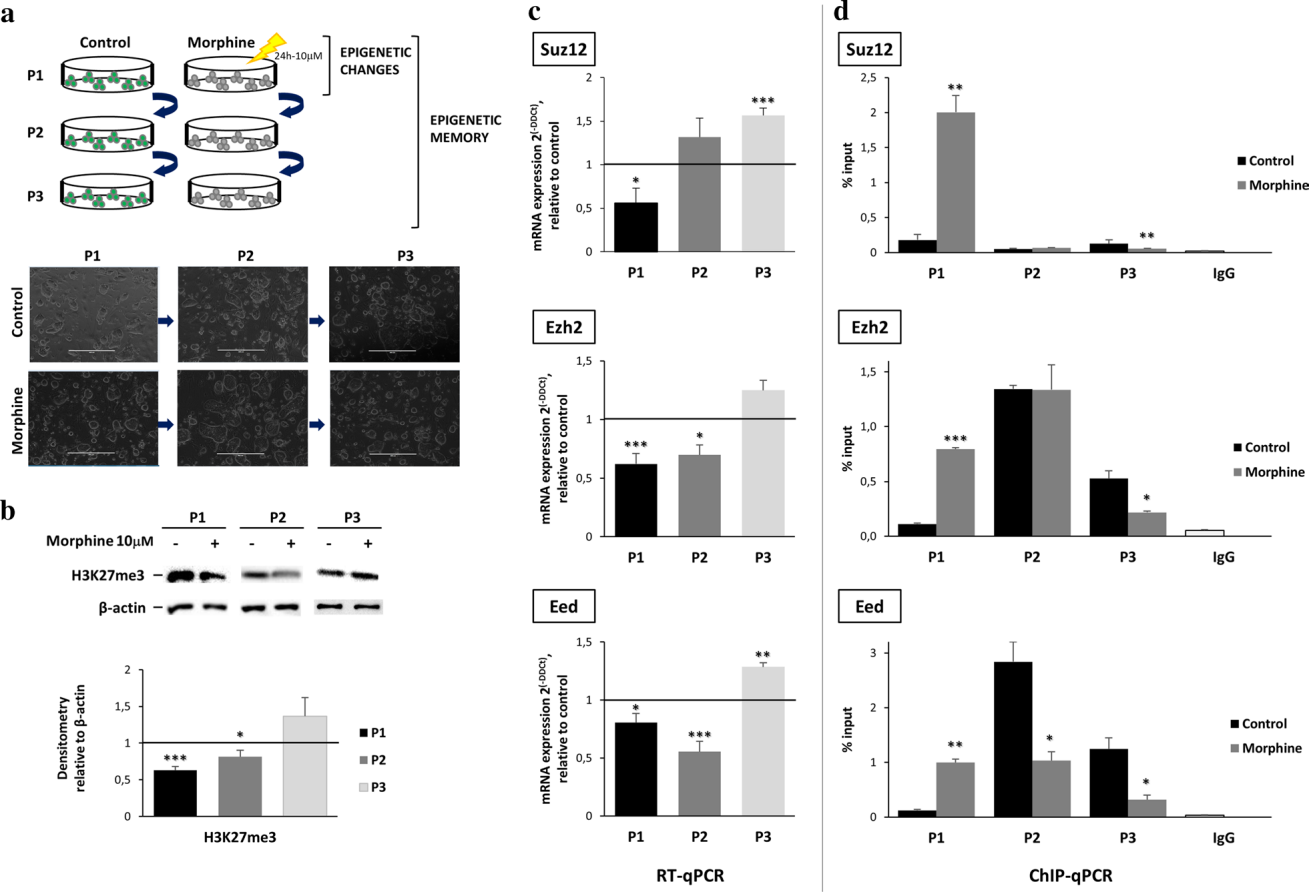
Epigenetic memory determination in mESC culture in vitro. **a** Schematic representation of experimental approach to study the cell-to cell epigenetic memory induced by morphine. Epigenetic changes were measured at 24 h after chronic morphine treatment (P1), and morphine-induced epigenetic memory was evaluated at 48 h (P2) and 96 h (P3) after treatment withdrawal. Representative image of treated and untreated mESCs is also shown in the studied time points. Scale bar = 400 µm. **b** In vitro dynamic changes of H3K27me3 histone modification induced by 24 h morphine treatment for P1, P2 and P3 after morphine treatment withdrawal in mESCs. β-actin was used as loading control. Sample size *n* = 5. **b** Quantification of H3K27me3 levels measured by Image J software.. Statistical significance was determined by Student-*T* test (*p < 0.05; **p < 0.01; ***p < 0.001), **c** RT-qPCR analysis for the validation of *PRC2* complex subunits expression, *Suz12, Ezh2* and *Eed* were validated at mRNA level (left) and ChIP enrichment level (right). *Gapdh* and *Pcx* were used as housekeeping genes for mRNA level analysis and acquired Ct values were normalized respect to the control sample using 2^ddCT^. **d** ChIP-RT-qPCR amplification was normalized respect to the 10% of the input sample. Statistical significance was determined by Student-*T* test (*p < 0.05; **p < 0.01; ***p < 0.001). Sample size *n* = 5

## Discussion

Morphine is known to impact normal embryo development by affecting the neural tube, frontal cortex and spinal cord development, and, as a consequence, delaying nervous system development [8]. Although morphine can easily pass through the placental barrier and reach the embryo [4, 5], there is a critical gap in our understanding of how morphine leads to abnormal neurogenesis and other physiological consequences during embryo development. For the first time, our results provide insights into how the H3K27me/PRC2 repressive complex might be an important epigenetic mechanism to understand the impact of morphine on early embryo development and particularly on nervous system development.

Embryonic stem cells are widely used to unravel the impacts of environmental stimuli on developmental biology because of their ability to indefinitely self-renew and differentiate into any type of cell [24]. Similar to other addictive drugs such as alcohol and Δ^9^-tetrahydrocannabinol (THC) [25, 26], our results reveal that morphine treatment leads to a global downregulation of H3K27me3, which might be mediated throw the activation of opioid receptors since they have been described in mESC [27, 28]. H3K27me3 represents at least 10% of genome-wide genes in mESCs and can maintain the silencing of key developmental genes [29]. This is consistent with the fact that morphine modifies the distribution of H3K27me3 at genes involved in embryo development, behaviour, cognition, metabolism and gene expression, suggesting that morphine might impact H3K27me3 repression at developmental genes. Whole genome analyses show this decrease in H3K27me3 binding sites at different genome features, such as introns and intergenic regions. Relatively weak but broad enrichment of H3K27me3 has been described outside of CGIs and promoters, often spanning gene-dense regions and intergenic regions and forming a repressive microenvironment within otherwise active chromatin compartments [30, 31]. Consistent with the fact that morphine leads to a decrease in global DNA methylation [32, 33], our results indicate that morphine may be able to inactivate repressive microenvironments and promote active chromatin regions in mESCs.

Despite the whole-genome decrease, chronic morphine treatment surprisingly triggers a broad H3K27me3 peak around the TSS region of genes, similar to the pattern of H3K4me3 [34]. This broad peak is the opposite of the sharp dip expected for H3K27me3 [35], highlighting the increase reported at the promoter region. In mammals, H3K27me3 is strongly enriched at developmental gene promoters [36] by recruiting PcG proteins to DNA hypomethylated CGIs through factors such as KDM2B [37]. Consistent with this fact, morphine mainly increases H3K27me3 levels at promoters with high CGI densities. In untreated mESCs, H3K27me3 enrichment is weighted heavily towards genes involved in developmental and morphological processes, particularly nervous system development. Genes downregulated by morphine show partially elevated H3K27me3 at their promoters. Morphine disrupts this, at least in part by reducing the expression of chromosome organization, metabolism and developmental/nervous system genes, which is consistent with wide in vivo evidence [8, 38–40]. As an epigenetic regulator, H3K27me3 is directly involved in suppressing gene transcription during the embryonic development process, where regular epigenetic changes are essential for cellular differentiation [41–44], and it is tightly implicated in neurodegeneration, synaptic function and behaviour [45, 46]. Although our results suggest that chromatin epigenetic regulation led by H3K27me3 might mediate the genomic response to morphine, the role of H3K27me3 is more complex and nuanced than has been thought since morphine impacts the H3K27me3 chromatin distribution of key genes important for apoptosis, development and metabolism beyond the regulation of their gene expression.

Downregulation of genes encoding core PRC2 components may explain the global loss of H3K27me3 induced by morphine. PRC2 is composed of 4 core protein subunits that function as a holoenzyme [11, 12]. All of the subunits are required for proper activity, and an additive contribution of each component is reported [11]. Specifically, morphine leads to transcriptional targeted downregulation of the 4 key components of the PRC2 repressive complex, *Suz12, Ezh2, Eed and Rbbp4*, along with an increase in H3K27me3 enrichment at the promoter. SUZ12 is crucial for interacting with the core catalytic subunit EZH2 and EED and binds to CGIs independent of the other core subunits [47]. Therefore, morphine may induce global H3K27me3 downregulation by both disrupting PRC2 complex recruitment to genomic loci and altering its catalytic activity in mESCs [47]. It is well established that the repressive PRC2/H3K27me3 complex is involved in processes such as embryonic development [41, 43, 44, 48]. The deletion of PRC2 components in somatic cells leads to a marked reduction in cell proliferation [49–51] and induces important developmental defects during embryogenesis or tumorigenesis. Through a self-regulatory mechanism that involves inhibition of the PRC2 repressive machinery, morphine promotes an aberrant transcriptome in mESCs, which may contribute to abnormal embryo development [50, 52, 53].

The ability of chromatin to undergo either dynamic or stable changes in response to morphine or other environmental factors can be considered a mechanism for cellular memory [54]. Thus, only those epigenetic changes that persist in a stable manner in differentiated cells might produce phenotypic changes. However, few studies have reported effects on chromatin dynamics after morphine exposure [55], and all of these studies have been performed using continuous treatment. Taking a step beyond, we proved that mESCs can memorize morphine exposure and maintain reduced levels of H3K27me3 for a minimum of 4 cell cycles. Considering that mESCs have a cell cycle length of approximately 11–14 h [56], morphine reduces H3K27me3 levels that persist at least 48 h after treatment removal before recovering to control values. In line with this, transcriptional downregulation of some PRC2 components also persists for 48 h, which implies 4 cell cycles, but not 96 h. While elevated levels of promoter H3K27me3 may well be involved in the initial morphine-induced downregulation of PRC2 genes in the short term, it does not seem necessary for the persistence of this effect through multiple cell divisions. These results are consistent with the fact that the PRC2/H3K27me3 mark is involved in the initial steps of stable epigenetic processes such as gene imprinting and X-chromosome inactivation but not in the maintenance of those repressive marks across cell generations [43], suggesting that other epigenetic mechanisms might be involved in the maintenance of stable epigenetic changes in response to morphine over longer times.

To summarize, our results provide insights into how transcriptional changes induced by morphine may be mediated by H3K27me3. Morphine disrupts selective target genes related to embryo development, particularly to nervous system development, cell cycle and metabolism through alterations in H3K27me3 chromatin organization. Using a self-regulatory mechanism that involves the inhibition of PRC2, chronic morphine treatment causes in vitro global changes in H3K27me3 levels that persist in the short term, indicating that this repressive complex might be important for the initial phases of cell-to-cell morphine-induced memory. Further experiments are needed to understand the mechanisms underlying morphine-induced heritable effects, which will be crucial for establishing the foundations of cellular memory in response to external stimuli during embryo development.

## Methods

### Cell culture and treatment

Mouse (Oct4-GFP) embryonic stem cells (mESCs) (PCEMM08, PrimCells) were cultured feeder-free in 0.1% gelatine-coated (Sigma) dishes. They were grown in Knock Out Serum DMEM (Gibco) supplemented with 15% KSR (Gibco), 1% sodium pyruvate (Sigma), 1% non-essential amino acids (Sigma), 1% penicillin–streptomycin (Sigma), 1% l-Glutamine (Sigma) and 0.07% β-mercaptoethanol (Sigma). The LIF + 2i condition was as follows: 1000 U/ml leukaemia inhibitory factor (LIF) (Sigma), 10 mM PD0325901 (Stemgent) and 30 mM CHIR99021 (StemCell). For all conditions, cells were passaged at 48-h intervals using trypsin (TrypLE Express Enzyme 1x, ThermoFisher) for detachment. The Oct4-GFP positive mESCs were used as an internal control of stemness to prevent cell differentiation. For chronic morphine treatment, mESCs were grown in their respective medium supplemented with %0.9 (p/v) NaCl and 10 µM morphine (Alcaliber) for 24 h for the control and treatment [21] conditions, respectively, and collected for further experimentation (P1). After treatment removal, mESCs were seeded and maintained in culture for 48 h and 96 h and collected (P2 and P3, respectively) for experimentation.

### Western Blotting

Cells were collected and whole cell extracts (50,000 cells) were diluted in 4× loading sample buffer containing dithiothreitol (DTT) (%10v/v) and boiled for 10 min at 95 °C. Samples were loaded onto 12% resolving gels and separated by one-dimensional sodium dodecyl sulphate polyacrylamide gel electrophoresis (SDS-PAGE). Proteins were transferred to polyvinylidene fluoride (PVDF) membranes (Amersham Hybond, Sigma) using the Mini Trans-Blot electrophoretic transfer system (Bio-Rad Laboratories, Hercules, CA, USA). Then, the membranes were blocked with Blotto (20 mM Tris–HCl, pH 7.5, 0.15 M NaCl and 1% Triton X-100) containing 5% bovine serum albumin (BSA) for 1 h and then incubated with a 1:1000 dilution of a polyclonal rabbit anti-trimethyl-histone H3K27 antibody (A2363, Abclonal) overnight at 4 °C. After washing (3 × 5 min) in Blotto buffer, the membranes were incubated for 1 h at RT with peroxidase-conjugated goat anti-rabbit antibody (Blotto + %5 BSA 1:1000) (Goat anti-rabbit IgG HRP, sc-2004; Santa Cruz Biotechnology). After washing (3 × 5 min), the peroxidase activity of the blots was revealed by enhanced chemiluminescence (ChemiDoc XRS detector, Bio-Rad). The monoclonal mouse anti-beta actin peroxidase antibody (A3854, Sigma, 1:25,000) was used for normalization. The results were analysed by semi-quantitative Western blot densitometry analysis using the ImageJ software (image processing and analysis in Java).

### Chip-sequencing

Treated and non-treated mESCs were cross-linked with acetone at room temperature for 10 min. Then, to generate 150–400 bp chromatin fragments, chromatin was extracted in chromatin cleaning buffer and sonicated (Soniprep 150) in sonication buffer supplemented with 1% Triton X-100 and a protease and phosphatase inhibitor mixture. Chromatin fragments were diluted two-fold with dilution buffer supplemented with 5% glycerol and incubated with 30 µl of Dynabeads (Invitrogen) and rabbit monoclonal H3K27me3 antibody (4 µg, Millipore, REF: 07,449) complex overnight at 4 °C. In parallel assays, non-specific rabbit IgG was used as a negative control. The beads were washed 2 times with LiCl wash buffer (250 mM LiCl, 10 mM Tris–HCl, 1 mM EDTA, pH 8.1, 1% NP40 and %1 Na deoxycholate) and 2 times with TE buffer. The elution was performed twice with 50 µl elution buffer (100 mM NaHCO3 and 1% SDS, pH 10.1). Precipitated DNA was reverse cross-linked at 55 °C overnight and treated with RNase A and proteinase K. The DNA was purified using Agentcourt AMPure XP magnetic beads (Beckman Coulter). Prior to library preparation, pull-down specificity was confirmed by ChIP-qPCR using the *Homeobox* (*Hox*) region and *Tata Binding Site* (*Tbp*) genes as positive and negative controls, respectively. DNA fragments were subjected to library construction using a SMART Low Input Library Preparation Kit. After library preparation, the samples were 4× multiplex sequenced on an Illumina Hi-Seq 2500 sequencer with a minimum of 50 million reads per replicate. The quality of the reads (with a minimum of 50 million reads per replicate) was verified using FASTQC analysis, and good overall alignment rate was confirmed for H3K27me3. Spearman correlation confirmed the reproducibility of the two biological replicates in the H3K27me3 samples, and only the binding sites present in both duplicates of each sample were considered for further analyses.

### RNA-sequencing

Total RNA from duplicate samples of control and morphine-treated mESCs was isolated using the Trizol reagent (Thermo Fisher) according to the manufacturer’s instructions. Sample concentrations and RNA integrity number (RIN) quality were measured using the Agilent 2100 Bioanalyzer system (Agilent Technologies); the RIN values indicated high-quality total RNA in all the samples (RIN > 7). Then, poly(A) RNA samples were purified using a Dynabeads mRNA DIRECT Micro Kit (Invitrogen). Purified RNAs were subjected to library construction using a TruSeq stranded mRNA Library Preparation Kit (Illumina), and 4× multiple sequencing was performed on an Illumina Hi-Seq 2500 sequencer with a minimum of 50 million reads for each of the two replicates per sample.

### Bioinformatic analyses

A FastQC High Throughput Sequence QC Report was used to assess the quality of the FASTQ files from the Chip-Seq and RNA-Seq, showing a quality score greater than 30. ChIP sequences were mapped to the UCSC mm10 reference genome using Bowtie2, and the resultant binary equivalent files were sorted and indexed for quicker access using SAMtools. To evaluate the effect of morphine on histone distribution, histone binding site (BS) identification and annotation was performed using MACS as follows: 10.30 m-fold, 300 bandwidth and a p value cut-off of 10^−5^ settings with the aim of calling high-confidence binding sites. Then, the DiffBind package in the R statistical environment was used to identify the DBSs between the control and morphine-treated samples. The binding sites and DBSs were first annotated within 1 kb up/downstream of the nearest TSS with the R package Chipseeker. The read count data were normalized with TMM normalization to account for library size from the binding site identification, and regions were with a *p* value ≤ 0.05 and FDR value ≤ 0.05 were considered differentially enriched.

The RNA sequences were mapped to the UCSC mm10 reference genome using Hisat2, a splicing aligner for RNA sequencing data. The resultant binary equivalent files were sorted and indexed for quicker access using SAMtools. Transcript assembly and the number of reads per gene were annotated using StringTie with a reference gene annotation file from the UCSC table browser (mm10). The transcript read count was quantified using the feature Counts software from the Subread package in the R statistical environment. DEGs between the control and morphine-treated samples were identified with the edgeR package in the R statistical environment using read count data; it utilizes the negative binomial distribution to assess statistical significance. The read count data were normalized with TMM normalization to account for library size. DEGs were defined as all genes with a multiple testing corrected adjusted *p* value of ≤ 0.05 and FDR value of ≤ 0.05.

Integrative analyses were performed using Venny tools, and The Gene Ontology Resource from the GO Consortium (https://geneontology.org/) was used to identify the biological functions.

### Real-time PCR (RT-qPCR)

The total RNAs from mESCs were extracted with the Trizol reagent (Thermo Fisher) according to the manufacturer’s instructions. Concentrations of RNA were determined by measuring absorbance at 260 nm. Purity was assessed by the 260/280 nm absorbance ratio. Samples were reverse transcribed using the iScript cDNA synthesis Kit (Invitrogen). Real-time PCR analysis was performed using iTaq Universal SYBR Green SuperMix (Applied Biosystems, California USA) on an ABI Prism 7000 Sequence Detection System. The PCR profile was as follows: 39 cycles at 95 °C for 10 min (denaturation), 20 segs at 95 °C (hybridization) and 1 min at 59 °C (annealing and extension). PCR amplification was repeated by more than three independent experiments in triplicates. The relative fold induction was quantified by the ddCT method. The most stable reference genes, glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) and pyruvate carboxylase (*Pcx*), were used as housekeeping genes for data normalization. The primer sequences were as follows: *Gapdh,* forward (F) 5′-TATGACTCCACTCACGGCAAATT-3′ and reverse (R) 5′-TCGCTCCTGGAAGATGGTGAT-3′; *Pcx*, forward (F) 5′-CAACACCTACGGCTTCCCTA-3′, reverse (R) and 5′-CCACAAACAACGCTCCAT-3′; *Suz12* (polycomb repressive complex 2 Subunit), forward (F) 5′-ACAGAAGCCAGAGACGACCT-3′ and reverse (R) 5′-GGAGCCATCATAACACTCATTG-3′; *Ezh2* (Enhancer Of zeste 2 polycomb repressive complex 2 subunit), forward (F) 5′-AGAATGTGGAGTGGAGTGGTG-3′ and reverse (R) 5′-CAGTGGGAACAGGTGCTATG-3′; and *Eed* (Embryonic ectoderm development), forward (F) 5′-CCACAAATACGCCAAATGC-3′ and reverse (R) 5′-CAAACACCAGAGGGTCTCCT-3′.

### ChIP-qPCR

Following chromatin immunoprecipitation and posterior sequencing data analysis, the obtained results were validated by ChIP-qPCR. The levels of DNA in the input and the immunoprecipitates were detected by quantitative PCR and normalized to the inputs. The ChIP primers were as follows: *Suz12*, forward (F) 5′-GTGAAGAAGCCGAAAATGGA-3′ and reverse (R) 5′-TCCCAAAGCAAGTGGACTCT-3′; *Ezh2*, forward (F) 5′-CATAGCCAACACAAAAATAATCACA-3′ and reverse (R) 5′-AATAGGGATAGAAAAAGCCACTTG-3′; and *Eed*, forward (F) 5′-CTGTTCCCTCCTTTGCCTTA-3′ and reverse (R) 5′-CGGTTATGTATGCCCCTTTC-3′.

Prior to library preparation, pull-down specificity was confirmed by ChIP-RT-qPCR. The *Homeobox* (*Hox*) region and *Tata Binding Site* (*Tbp*) genes were used as controls to measure the enrichment of histone modifications, showing enrichment of silenced and active regions in the genome, respectively. The primers for H3K27me3 ChIP specificity were as follows: *Hox*, forward (F) 5′- GAGCTGGCCCTTGGGAATATG -3′ and reverse (R) 5′- GCCAGGAGTCAGTGCCTGAC -3′ and *Tbp*, forward (F) 5′- TGCAGTCAAGAGCGCAACTG -3′ and reverse (R) 5′- CACCGCTACCGGACTCGAT -3′.

## Supplementary information

**Additional file 1**. Supplementary material.

## Data Availability

Authors consent to the availability of data and materials. The raw data have been deposited in NCBI Sequence Read Archive (SRA) through the Gene Expression Omnibus (GEO, Accession Number GSE151234).

## Abbreviations

BSs: Binding sites
CGIs: CpG islands
ChIP-qPCR: Chromatin immunoprecipitation quantitative polymerase chain reaction
ChIP-Seq: Chromatin immunoprecipitation sequencing
DBSs: Differential binding sites
DEGs: Differentially expressed genes
EED: Embryonic ectoderm development
EZH2: Enhancer of zeste homolog 2
FDR: Fold discovery rate
GFP: Green fluorescent protein
H3K27me3: Trimethylation at lysine 27 of histone H3
HOX: Homeobox
KDM2B: Lysine (K)-specific demethylase 2B
mESCs: Mouse embryonic stem cells
Oct4: Octamer binding protein 4
PCR: Polymerase chain reaction
PRC2: Polycomb repressive complex
RBBP4/RBBP7: Retinoblastoma binding protein 4 and 7
Ring1b: Ring finger protein 1 b
SET domain: SET nuclear oncogene domain
SUZ12: Suz12 polycomb repressive complex 2 subunit
TBP: TATA box binding protein
THC: Δ^9^-Tetrahydrocannabinol
TSS: Transcription start sites

## References

[1] de Gonzalo-Calvo D, Iglesias-Gutierrez E, Llorente-Cortes V (2017). Epigenetic biomarkers and cardiovascular disease: circulating microRNAs. Rev Esp Cardiol (Engl Ed).

[2] Moosavi A, Ardekani AM (2016). Role of epigenetics in biology and human diseases. Iran Biomed J.

[3] Ko EB, Hwang KA, Choi KC (2019). Prenatal toxicity of the environmental pollutants on neuronal and cardiac development derived from embryonic stem cells. Reprod Toxicol.

[4] Kazemi M, Sahraei H, Azarnia M, Dehghani L, Bahadoran H, Tekieh E (2011). The effect of morphine consumption on plasma corticosteron concentration and placenta development in pregnant rats. Iran J Reprod Med.

[5] Levitt P (1998). Prenatal effects of drugs of abuse on brain development. Drug Alcohol Depend.

[6] Nakatani T (2017). Opioid therapy and management of side effects associated with opioids. Gan To Kagaku Ryoho.

[7] Eriksson PS, Ronnback L (1989). Effects of prenatal morphine treatment of rats on mortality, bodyweight and analgesic response in the offspring. Drug Alcohol Depend.

[8] Niknam NA, Azarnia M, Bahadoran H, Kazemi M, Tekieh E, Ranjbaran M, Sahraei H (2013). Evaluating the effects of oral morphine on embryonic development of cerebellum in wistar rats. Basic Clin Neurosci.

[9] Gapp K, Jawaid A, Sarkies P, Bohacek J, Pelczar P, Prados J, Farinelli L, Miska E, Mansuy IM (2014). Implication of sperm RNAs in transgenerational inheritance of the effects of early trauma in mice. Nat Neurosci.

[10] Byrnes JJ, Babb JA, Scanlan VF, Byrnes EM (2011). Adolescent opioid exposure in female rats: transgenerational effects on morphine analgesia and anxiety-like behavior in adult offspring. Behav Brain Res.

[11] Margueron R, Reinberg D (2011). The polycomb complex PRC2 and its mark in life. Nature.

[12] Cao R, Wang L, Wang H, Xia L, Erdjument-Bromage H, Tempst P, Jones RS, Zhang Y (2002). Role of histone H3 lysine 27 methylation in Polycomb-group silencing. Science.

[13] Margueron R, Justin N, Ohno K, Sharpe ML, Son J, Drury WJ, Voigt P, Martin SR, Taylor WR, De Marco V, Pirrotta V, Reinberg D, Gamblin SJ (2009). Role of the polycomb protein EED in the propagation of repressive histone marks. Nature.

[14] Yuan W, Wu T, Fu H, Dai C, Wu H, Liu N, Li X, Xu M, Zhang Z, Niu T, Han Z, Chai J, Zhou XJ, Gao S, Zhu B (2012). Dense chromatin activates Polycomb repressive complex 2 to regulate H3 lysine 27 methylation. Science.

[15] Hammoud SS, Nix DA, Zhang H, Purwar J, Carrell DT, Cairns BR (2009). Distinctive chromatin in human sperm packages genes for embryo development. Nature.

[16] Vastenhouw NL, Schier AF (2012). Bivalent histone modifications in early embryogenesis. Curr Opin Cell Biol.

[17] Miao X, Sun T, Barletta H, Mager J, Cui W (2020). Loss of RBBP4 results in defective inner cell mass, severe apoptosis, hyperacetylated histones and preimplantation lethality in micedagger. Biol Reprod.

[18] Brykczynska U, Hisano M, Erkek S, Ramos L, Oakeley EJ, Roloff TC, Beisel C, Schubeler D, Stadler MB, Peters AH (2010). Repressive and active histone methylation mark distinct promoters in human and mouse spermatozoa. Nat Struct Mol Biol.

[19] Erkek S, Hisano M, Liang CY, Gill M, Murr R, Dieker J, Schubeler D, van der Vlag J, Stadler MB, Peters AH (2013). Molecular determinants of nucleosome retention at CpG-rich sequences in mouse spermatozoa. Nat Struct Mol Biol.

[20] Hammoud SS, Low DH, Yi C, Carrell DT, Guccione E, Cairns BR (2014). Chromatin and transcription transitions of mammalian adult germline stem cells and spermatogenesis. Cell Stem Cell.

[21] Yang H, Sun J, Chen H, Wang F, Li Y, Wang H, Qu T (2019). Mesenchymal stem cells from bone marrow attenuated the chronic morphine-induced cAMP accumulation in vitro. Neurosci Lett.

[22] Li H, Liefke R, Jiang J, Kurland JV, Tian W, Deng P, Zhang W, He Q, Patel DJ, Bulyk ML, Shi Y, Wang Z (2017). Polycomb-like proteins link the PRC2 complex to CpG islands. Nature.

[23] Riising EM, Comet I, Leblanc B, Wu X, Johansen JV, Helin K (2014). Gene silencing triggers polycomb repressive complex 2 recruitment to CpG islands genome wide. Mol Cell.

[24] Morey L, Santanach A, Di Croce L (2015). Pluripotency and epigenetic factors in mouse embryonic stem cell fate regulation. Mol Cell Biol.

[25] Chater-Diehl EJ, Laufer BI, Castellani CA, Alberry BL, Singh SM (2016). Alteration of gene expression, dna methylation, and histone methylation in free radical scavenging networks in adult mouse hippocampus following fetal alcohol exposure. PLoS ONE.

[26] Veazey KJ, Carnahan MN, Muller D, Miranda RC, Golding MC (2013). Alcohol-induced epigenetic alterations to developmentally crucial genes regulating neural stemness and differentiation. Alcohol Clin Exp Res.

[27] Dholakiya SL, Aliberti A, Barile FA (2016). Morphine sulfate concomitantly decreases neuronal differentiation and opioid receptor expression in mouse embryonic stem cells. Toxicol Lett.

[28] Hahn JW, Jagwani S, Kim E, Rendell VR, He J, Ezerskiy LA, Wesselschmidt R, Coscia CJ, Belcheva MM (2010). Mu and kappa opioids modulate mouse embryonic stem cell-derived neural progenitor differentiation via MAP kinases. J Neurochem.

[29] Holliday R (2006). Epigenetics: a historical overview. Epigenetics.

[30] Pauler FM, Sloane MA, Huang R, Regha K, Koerner MV, Tamir I, Sommer A, Aszodi A, Jenuwein T, Barlow DP (2009). H3K27me3 forms BLOCs over silent genes and intergenic regions and specifies a histone banding pattern on a mouse autosomal chromosome. Genome Res.

[31] Vieux-Rochas M, Fabre PJ, Leleu M, Duboule D, Noordermeer D (2015). Clustering of mammalian Hox genes with other H3K27me3 targets within an active nuclear domain. Proc Natl Acad Sci USA.

[32] Trivedi M, Shah J, Hodgson N, Byun HM, Deth R (2014). Morphine induces redox-based changes in global DNA methylation and retrotransposon transcription by inhibition of excitatory amino acid transporter type 3-mediated cysteine uptake. Mol Pharmacol.

[33] Trivedi M, Zhang Y, Lopez-Toledano M, Clarke A, Deth R (2016). Differential neurogenic effects of casein-derived opioid peptides on neuronal stem cells: implications for redox-based epigenetic changes. J Nutr Biochem.

[34] Pan G, Tian S, Nie J, Yang C, Ruotti V, Wei H, Jonsdottir GA, Stewart R, Thomson JA (2007). Whole-genome analysis of histone H3 lysine 4 and lysine 27 methylation in human embryonic stem cells. Cell Stem Cell.

[35] Young MD, Willson TA, Wakefield MJ, Trounson E, Hilton DJ, Blewitt ME, Oshlack A, Majewski IJ (2011). ChIP-seq analysis reveals distinct H3K27me3 profiles that correlate with transcriptional activity. Nucleic Acids Res.

[36] Schwartz YB, Pirrotta V (2007). Polycomb silencing mechanisms and the management of genomic programmes. Nat Rev Genet.

[37] Blackledge NP, Rose NR, Klose RJ (2015). Targeting Polycomb systems to regulate gene expression: modifications to a complex story. Nat Rev Mol Cell Biol.

[38] Hu S, Sheng WS, Lokensgard JR, Peterson PK (2002). Morphine induces apoptosis of human microglia and neurons. Neuropharmacology.

[39] Nasiraei-Moghadam S, Sahraei H, Bahadoran H, Sadooghi M, Salimi SH, Kaka GR, Imani H, Mahdavi-Nasab H, Dashtnavard H (2005). Effects of maternal oral morphine consumption on neural tube development in Wistar rats. Brain Res Dev Brain Res.

[40] Eisch AJ, Barrot M, Schad CA, Self DW, Nestler EJ (2000). Opiates inhibit neurogenesis in the adult rat hippocampus. Proc Natl Acad Sci USA.

[41] Kouzarides T (2007). Chromatin modifications and their function. Cell.

[42] Matoba S, Wang H, Jiang L, Lu F, Iwabuchi KA, Wu X, Inoue K, Yang L, Press W, Lee JT, Ogura A, Shen L, Zhang Y (2018). Loss of H3K27me3 imprinting in somatic cell nuclear transfer embryos disrupts post-implantation development. Cell Stem Cell.

[43] Vallot C, Ouimette JF, Rougeulle C (2016). Establishment of X chromosome inactivation and epigenomic features of the inactive X depend on cellular contexts. BioEssays.

[44] Zheng H, Huang B, Zhang B, Xiang Y, Du Z, Xu Q, Li Y, Wang Q, Ma J, Peng X, Xu F, Xie W (2016). Resetting epigenetic memory by reprogramming of histone modifications in mammals. Mol Cell.

[45] Henriquez B, Bustos FJ, Aguilar R, Becerra A, Simon F, Montecino M, van Zundert B (2013). Ezh1 and Ezh2 differentially regulate PSD-95 gene transcription in developing hippocampal neurons. Mol Cell Neurosci.

[46] Akizu N, Estaras C, Guerrero L, Marti E, Martinez-Balbas MA (2010). H3K27me3 regulates BMP activity in developing spinal cord. Development.

[47] Hojfeldt JW, Laugesen A, Willumsen BM, Damhofer H, Hedehus L, Tvardovskiy A, Mohammad F, Jensen ON, Helin K (2018). Accurate H3K27 methylation can be established de novo by SUZ12-directed PRC2. Nat Struct Mol Biol.

[48] Inoue A, Jiang L, Lu F, Zhang Y (2017). Genomic imprinting of Xist by maternal H3K27me3. Genes Dev.

[49] Kim KH, Roberts CW (2016). Targeting EZH2 in cancer. Nat Med.

[50] Varambally S, Dhanasekaran SM, Zhou M, Barrette TR, Kumar-Sinha C, Sanda MG, Ghosh D, Pienta KJ, Sewalt RG, Otte AP, Rubin MA, Chinnaiyan AM (2002). The polycomb group protein EZH2 is involved in progression of prostate cancer. Nature.

[51] Surface LE, Thornton SR, Boyer LA (2010). Polycomb group proteins set the stage for early lineage commitment. Cell Stem Cell.

[52] Karanikolas BD, Figueiredo ML, Wu L (2009). Polycomb group protein enhancer of zeste 2 is an oncogene that promotes the neoplastic transformation of a benign prostatic epithelial cell line. Mol Cancer Res.

[53] Li X, Gonzalez ME, Toy K, Filzen T, Merajver SD, Kleer CG (2009). Targeted overexpression of EZH2 in the mammary gland disrupts ductal morphogenesis and causes epithelial hyperplasia. Am J Pathol.

[54] Van Oosten MJ, Bressan RA, Zhu JK, Bohnert HJ, Chinnusamy V (2014). The role of the epigenome in gene expression control and the epimark changes in response to the environment. Crit Rev Plant Sci.

[55] Sun H, Maze I, Dietz DM, Scobie KN, Kennedy PJ, Damez-Werno D, Neve RL, Zachariou V, Shen L, Nestler EJ (2012). Morphine epigenomically regulates behavior through alterations in histone H3 lysine 9 dimethylation in the nucleus accumbens. J Neurosci.

[56] Waisman A, Sevlever F, Elias Costa M, Cosentino MS, Miriuka SG, Ventura AC, Guberman AS (2019). Cell cycle dynamics of mouse embryonic stem cells in the ground state and during transition to formative pluripotency. Sci Rep.

# Supplementary material for: Morphine leads to global genome changes in H3K27me3 levels via a Polycomb Repressive Complex 2 (PRC2) self-regulatory mechanism in mESCs
**Source:** Clin Epigenetics. 2020 Nov 9;12:170. doi: 10.1186/s13148-020-00955-w
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary material.

## **SUPPLEMENTARY MATERIAL**

# **Morphine leads to global genome changes of H3K27me3 levels in mESCs by a self-regulatory mechanism of Polycomb Repressive Complex 2 (PRC2)**

**Iraia Muñoa-Hoyos<sup>(1,2)</sup>, John A Halsall<sup>(3)</sup>, Carl Ward<sup>(4)</sup>, Idoia Garcia<sup>(1,5)</sup>, Manu Araola<sup>(1)</sup>,  
Itziar Urizar-Arenaza<sup>(1,2)</sup>, Marta Gianzo<sup>(1)</sup>, Paloma Garcia<sup>(4)</sup>, Bryan Turner<sup>(3)\*#</sup>, Nerea  
Subiran<sup>(1,2)\*#</sup>**

(3) Chromatin and Gene Expression Group, Institute of Cancer and Genomic Sciences, College of Medical and Dental Sciences, University of Birmingham, UK.

<sup>#</sup>Equal contribution. These authors contributed equally to the work.

- Nerea Subirán Ciudad, Department of Physiology. Faculty of Medicine and Nursing. University of Basque Country. 48940. Leioa, Bizkaia, Spain. +34 946015673. 

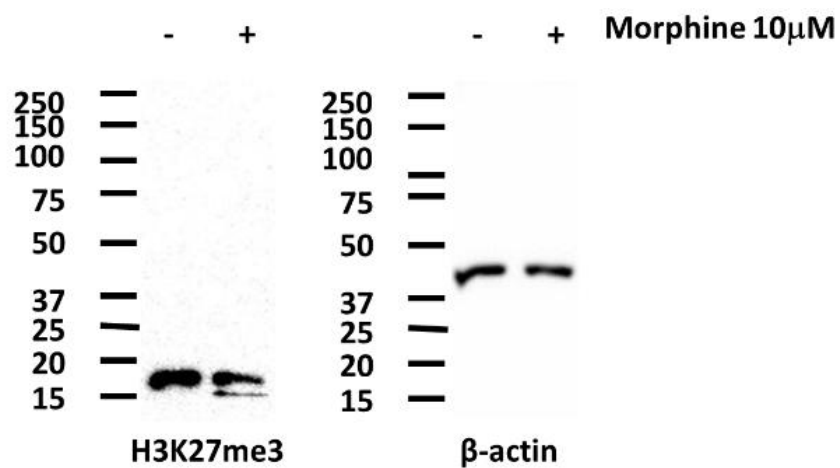

**Supplementary Figure 1. Representative blot of *in-vitro* of H3K27me3 after chronic morphine treatment (24h). β-actin was used as loading control. Sample size n=5.**

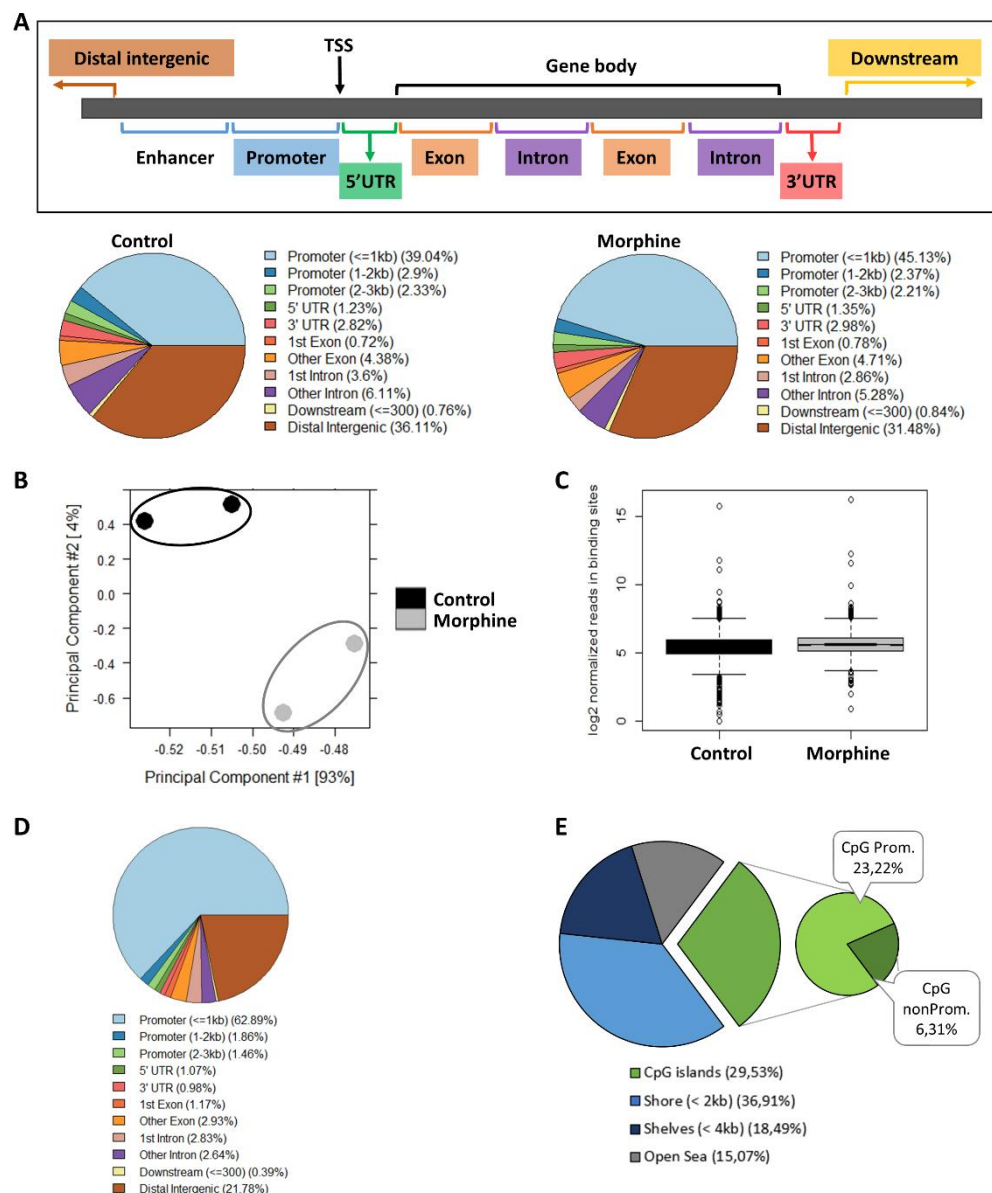

**Supplementary Figure 2. ChIP-Sequencing binding distribution of H3K27me3 after chronic morphine treatment.** (A) Pie-chart showing genomic feature distribution of H3K27me3 BBs: promoter (divided in  $\leq 1$ kb, 1-2kb and 2-3kb), 5'UTR, 3'UTR, exon (1st and others) intron (1st and others), downstream of the gene end and intergenic region. (B) Principal component analysis plot of control and morphine treated samples. (C) Boxplot of normalized read-counts from control and morphine treated samples. (D) Pie-chart showing genomic feature distribution of H3K27me3 DBSs: promoter ( $\leq 1$ kb, 1-2kb and 2-3kb), 5'UTR, 3'UTR, exon (1st and others) intron (1st and others), downstream of the gene end and intergenic region. (E) Pie-chart showing CpG feature distribution of H3K27me3 peaks in CpG island (belonging to promoter or non- promoter region +1kb from TSS), Shore ( $< 2$ kb), Shelf ( $< 4$ kb) and Open sea (the rest of the genome) regions.

**A**

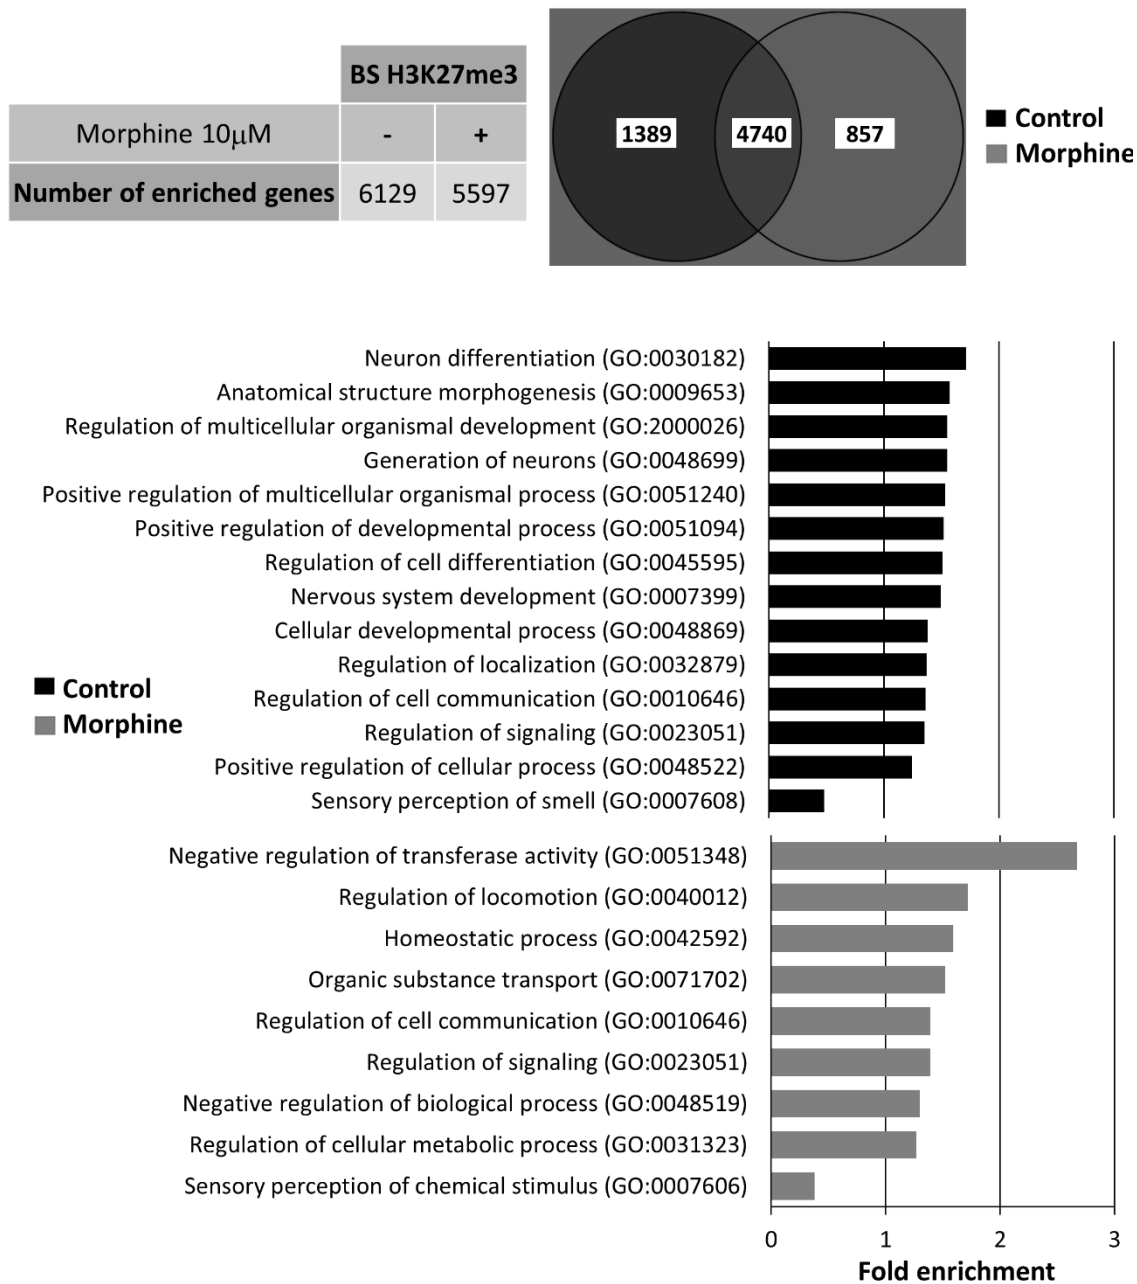

**Supplementary Figure 3. Gene Ontology analysis of H3K27me3 BSs and DBSs closest genes. (A)**

Number of target closest genes annotated from H3K27me3 BSs, Venn Diagram showing the overlap H3K27me3 enriched genes after morphine treatment and functional enrichment analysis showing the most indicative biological functions of the specific genes annotated from each condition. Statistical analyses Bonferroni corrected for  $p < 0.05$ .

*(Legend continued on next page)*

B

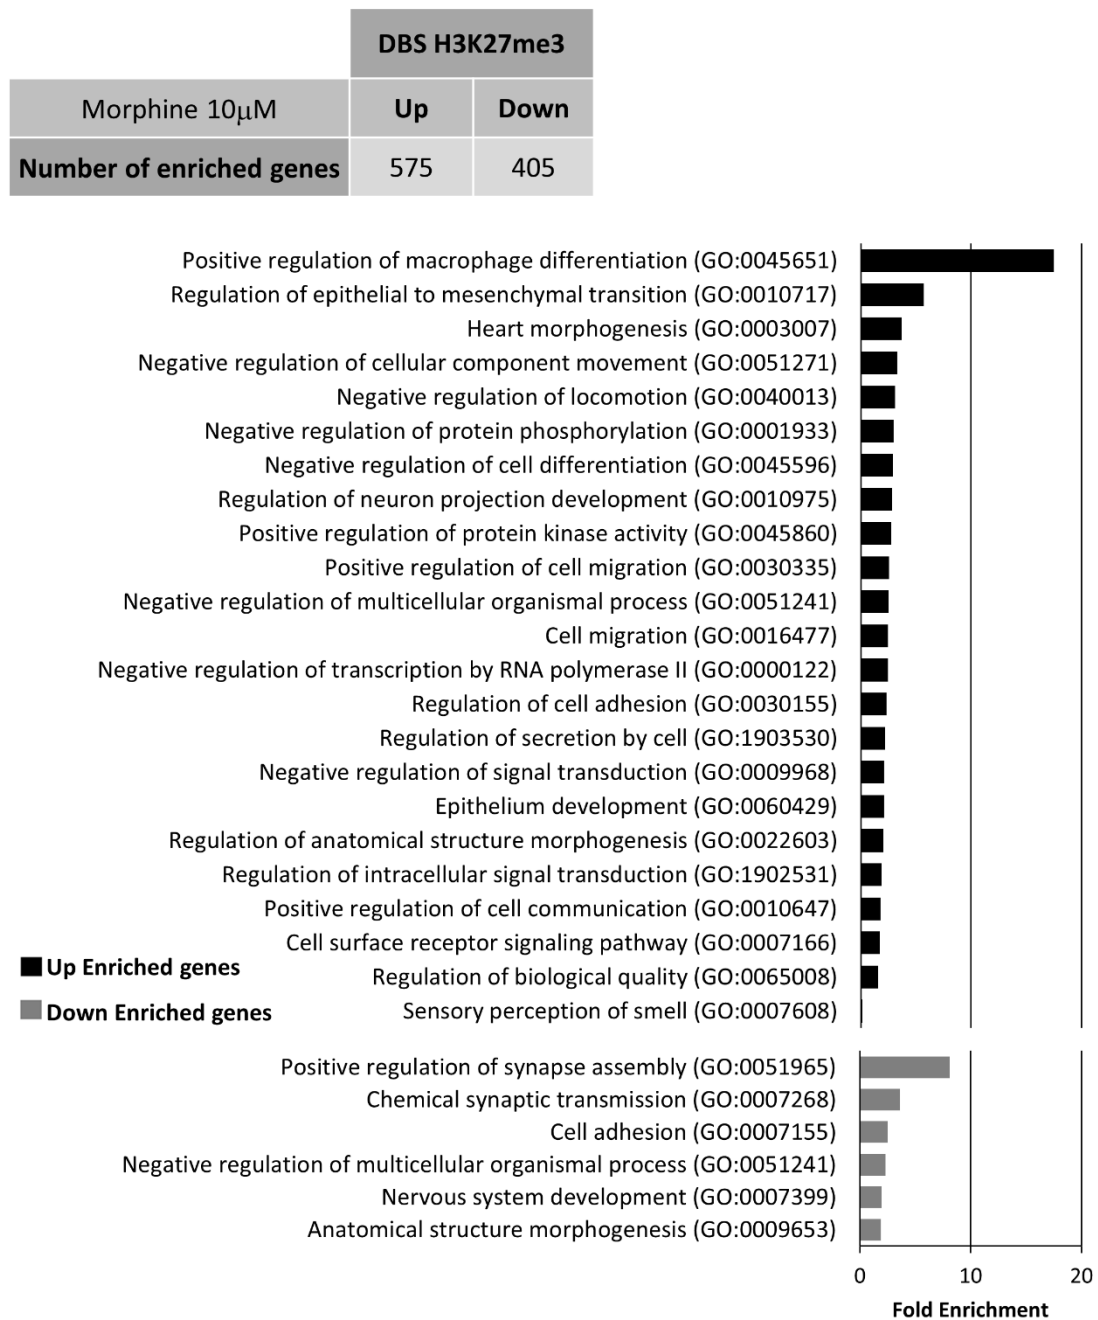

(B) Summary of DBSs associated number of genes after morphine exposure and GO analysis of H3K27me3 DBSs closest genes, showing the top biological functions. GO analysis was performed with the criteria of Bonferroni corrected for  $p < 0.05$ .

(Legend continued on next page)

C

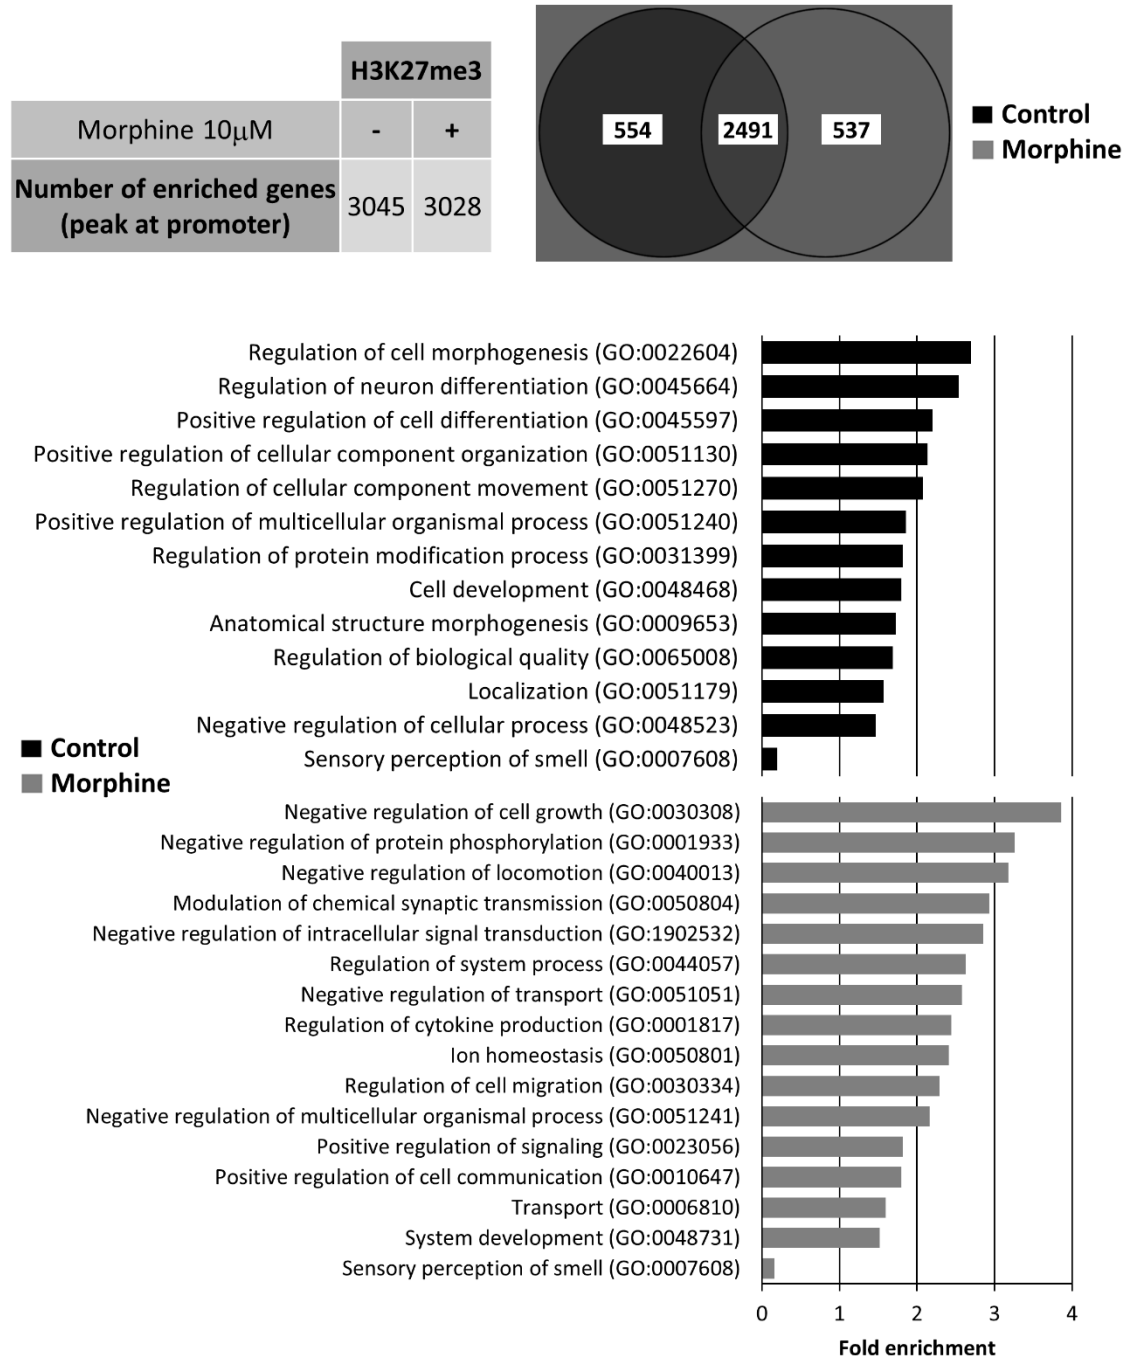

(C) Summary of promoter region associated number of BSs genes after morphine treatment, Venn Diagram showing the overlap H3K27me3 enriched genes at promoter level and GO analysis of H3K27me3 BSs closest genes at the promoter level, showing the top biological functions of the specific genes annotated from each condition. GO analysis was performed with the criteria of Bonferroni corrected for  $p < 0.05$ .

(Legend continued on next page)

D

|                                             | DBS H3K27me3 |      |
|---------------------------------------------|--------------|------|
| Morphine 10 $\mu$ M                         | Up           | Down |
| Number of enriched genes (peak at promoter) | 465          | 177  |

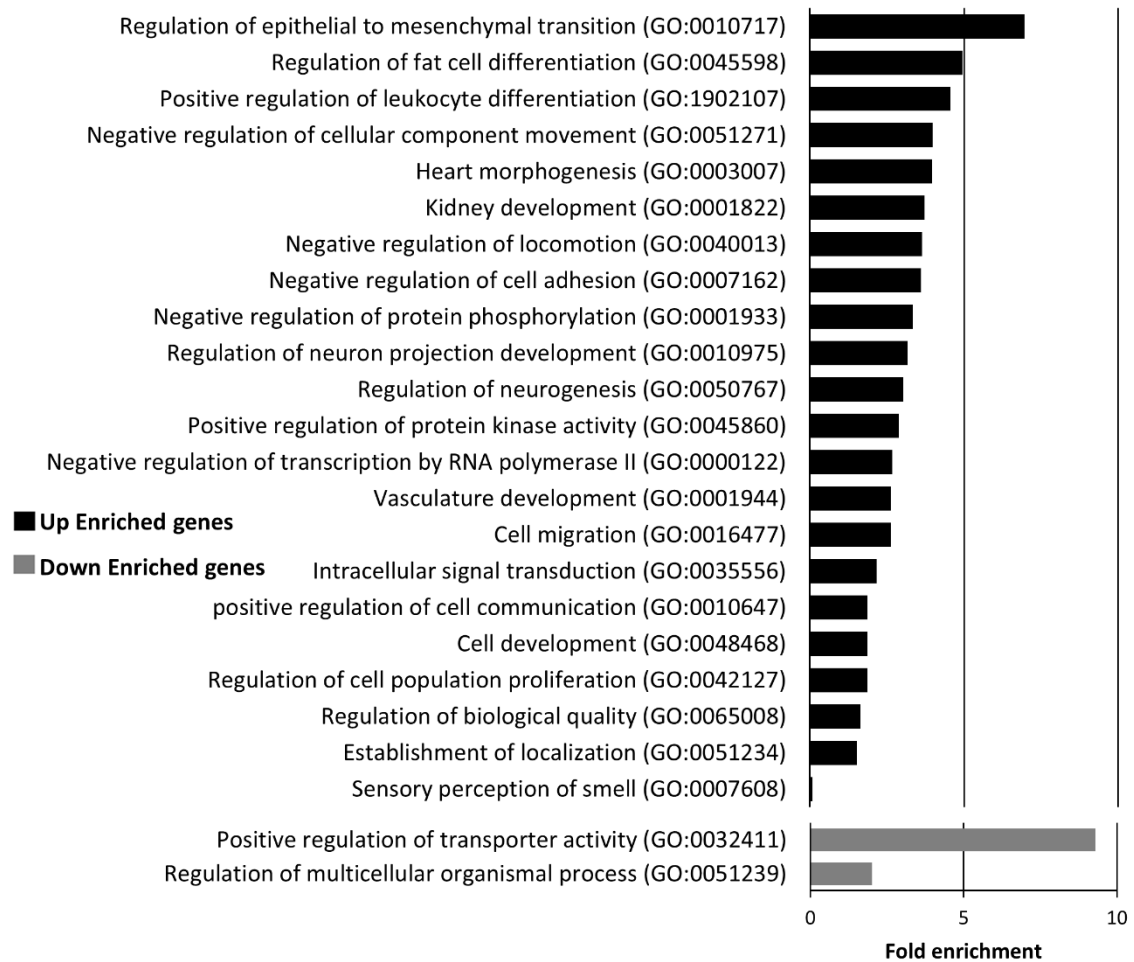

(D) Summary of DBSs associated number of genes after morphine exposure and GO analysis of H3K27me3 DBSs closest genes, showing the top biological functions. GO analysis was performed with the criteria of Bonferroni corrected for  $p < 0.05$ .

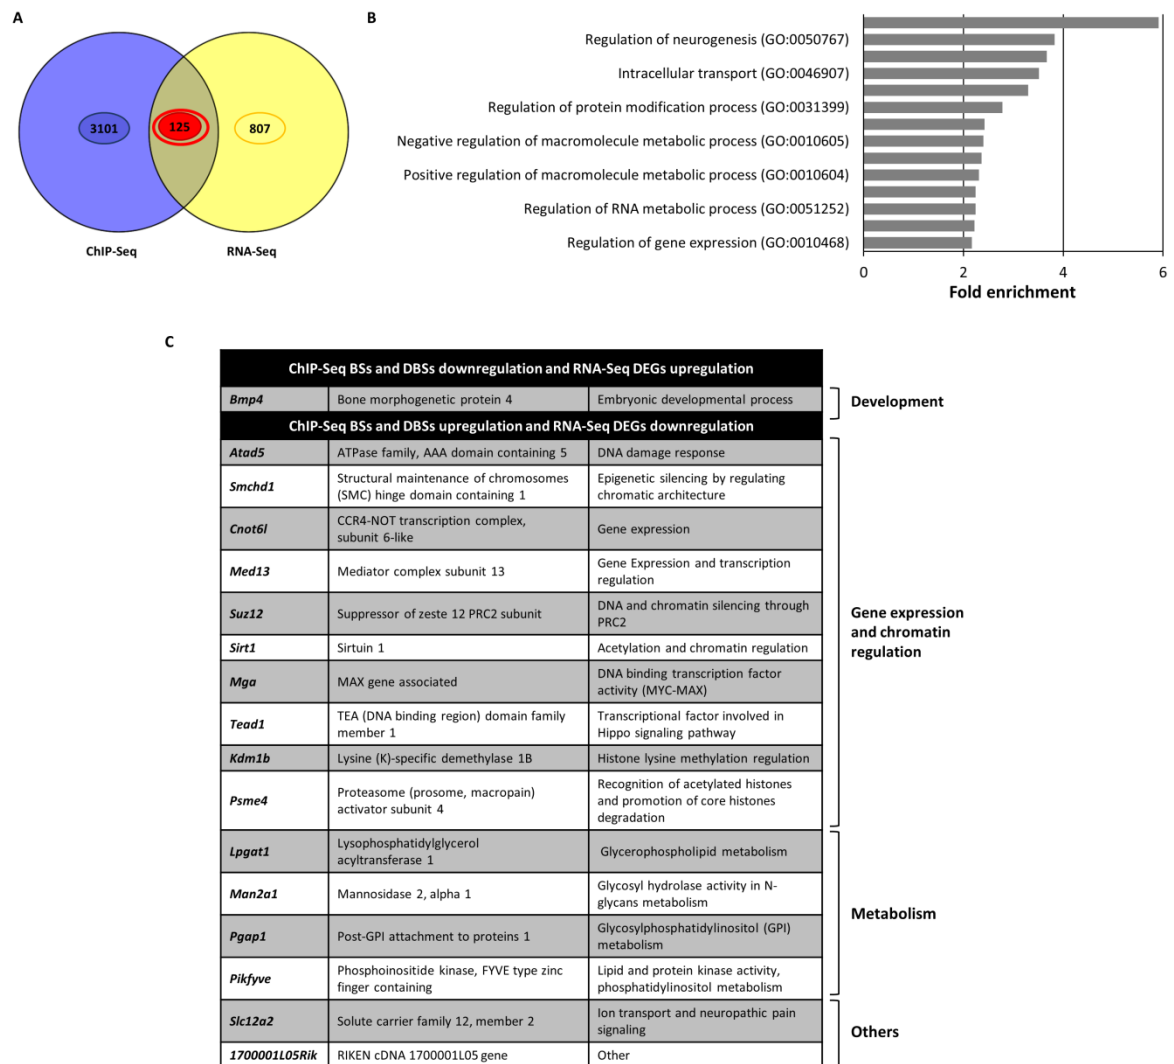

**Supplementary Figure 4. Integrative analyses with H3K27me3 ChIP-seq and RNA-seq data. (A)**

Venn diagram showing the overlap between H3K27me3 BSs and DBSs, and RNA-seq DEGs after chronic morphine treatment. (B) Gene Ontology analysis showing the top biological functions, performed with the criteria of Bonferroni corrected for  $p < 0.05$ . (C) Summary of identified genes by integrative analysis between Chip-Seq and RNA-Seq.

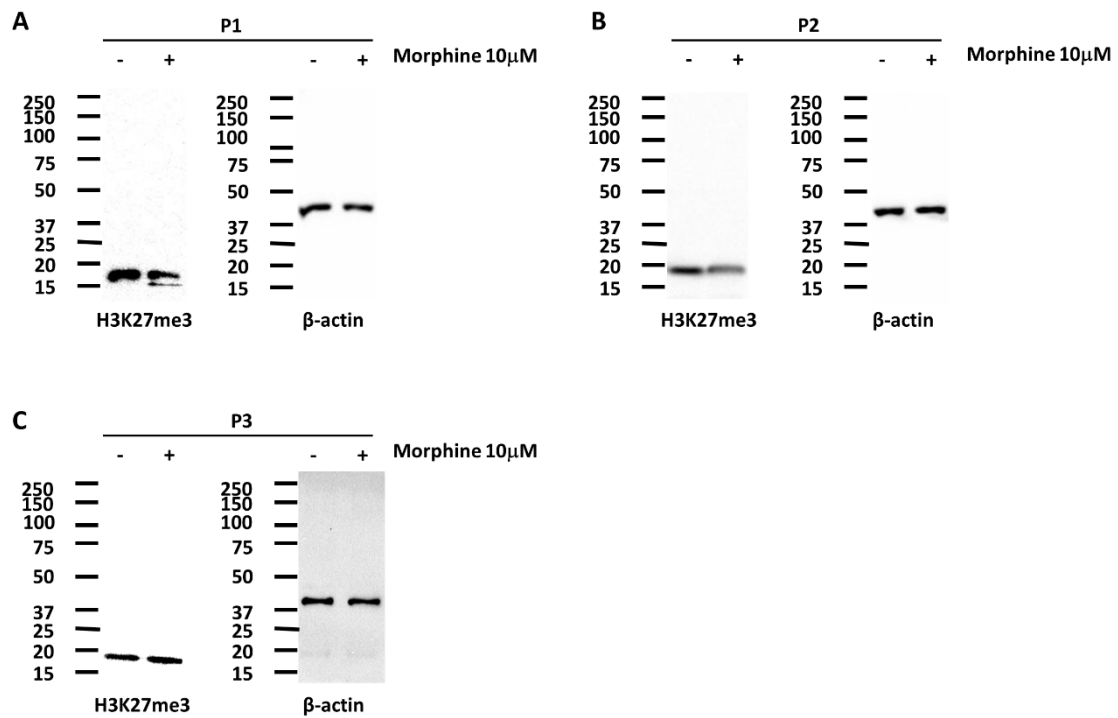

**Supplementary Figure 5. Representative blots of *in-vitro* dynamic changes of H3K27me3 after morphine treatment.** H3K27me3 dynamics was measure A) after 24h morphine treatment (P1) and B) 48h (P2) and C) 96h (P3) after morphine treatment withdrawal in mESCs.  $\beta$ -actin was used as loading control. Sample size n=5.

How the deposited data were processed for this re-analysis (not part of the article)

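Mouse embryonic stem cells were cultured without morphine or with 10 µM morphine for 24 h. From each condition 2 ChIP-Seq libraries of H3K27me3 and 2 RNA-Seq libraries were used, 8 libraries in all, and their conditions and replicate numbers were taken from the sample labels and the paper's methods. The labels and the paper name different suppliers for the antibody. The 2 conditions share replicate numbers, and neither the paper nor the labels say that a number marks a shared batch.

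For ChIP-Seq, the authors aligned reads to mm10 with Bowtie2 and called peaks with MACS per library at a p-value of 1e-05. The deposited score of each peak is -10 times the log10 of its p-value, and was used only to rank or filter peaks within a library. The text of the paper does not say which control library the peak caller was given. The methods give a minimum number of reads per replicate. Read counts under the peaks were not used here, so the differential binding sites of the paper were not analysed. Consensus binding sites were merged regions with a peak from both replicates of a condition (1 bp overlap). A peak was at a promoter if it lay within 1 kb of a TSS of GENCODE vM21 basic (55341 genes). Peaks 1 to 3 kb from a TSS were a class of their own, and those farther away were classed in the order exon, intron, downstream (300 bp) and intergenic. CpG islands were called on the GRCm38 sequence with a minimum length of 200 bp, a GC content above 50% and an observed to expected CpG ratio above 0.6, so they are not the published island tracks. Shares per library were compared by two-sided exact permutation tests, which cannot go below 0.33 here. The peak measures were tested on simulated intervals, and 6 of 6 were recovered exactly.

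For RNA-Seq, the authors deposited raw counts per locus from Hisat2, StringTie and featureCounts. The total count per library ran from 25081266 to 29531096. The libraries were stranded. Whether the counting used strand, and how reads with several alignments were treated, is not stated in the paper, so loci with near-identical copies elsewhere and loci that overlap another locus are uncertain. The counts were filtered by filterByExpr, TMM-normalized and tested by edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3). DESeq2 (version 1.42.0) and limma (version 3.58.1, for camera and fry) were used for alternatives and set tests. Of 20350 tested loci, 2767 had no gene name. All loci were kept, since the unnamed ones carry an identifier and a position, and this was not changed after the number of DEGs under other choices had been seen. Normalized values are CPM on the TMM library sizes. Log2 fold changes are those of the edgeR fit. A gene whose counts in a group were all 3 or fewer is given only as a bound. Intervals and permutation tests were computed in Python 3.11.15 with scipy 1.17.1 and numpy 2.4.6.

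The genes named are those of lists written before the data were examined (the PRC2 subunits, the genes of Figure S4C, PRC2 accessory subunits, H3K27 demethylases, opioid receptors, pluripotency genes, lineage genes and reference genes) and the 5 largest rises and 5 largest falls among the DEGs whose libraries did not overlap. Tmem132a and Ltbr were named because they belong to a count of 10 genes, after their values were seen. Alternatives set before the data were examined were the test (edgeR exact and likelihood ratio tests, DESeq2), the scaling (RLE, total counts), the count filter, the replicate number as a term, removal of a trend with locus length (natural spline with 5 degrees of freedom), thinning to the smallest library, an FDR of 0.01, a peak score of at least 100 (p of 1e-10), equal numbers of the strongest peaks, the overlap rule (50% of both peaks), a promoter of 3 kb, the peak midpoint, and leaving out each library. Alternatives chosen after the data had been seen were the restriction to loci with a gene name or a GENCODE transcript, a robust prior, removal of trends with GC content, protein-coding TSSs only, and CpG classes by covered base pairs or by any overlap. Gene Ontology enrichment, immunoblots and qPCR were not analysed.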

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

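Among the loci that the paper does not discuss, 7 assembled loci without a gene name had an FDR of 0.05 or less in edgeR's quasi-likelihood test and higher counts after morphine than in the controls, and 28 unnamed loci had lower counts. Among the raised ones, a locus of 467 bp on chromosome 1 (161727137 to 161727603) had 7 and 2 counts in the control libraries and 21 and 40 after morphine, and a locus of 736 bp on chromosome 15 (38990459 to 38991194) had 22 and 17 against 48 and 64. Their log2 fold changes were 2.81 and 1.60. That of the first was 3.97 without control replicate 1 and 2.14 without control replicate 2. Reads shared with copies elsewhere in the genome were not tested, and no biological explanation was tested.

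The locus with the largest rise was Rps23, a ribosomal protein gene on chromosome 13 (90923122 to 90924732), with a log2 fold change of 4.55. Its counts were 68 and 101 in the control libraries and 2910 and 715 in the morphine libraries, so the rise rests mostly on morphine replicate 1, without which the log2 fold change was 3.10. A locus on chromosome 14 (46084027 to 46084985) that carries the name Ubb, away from the position of that gene in GENCODE, had the next largest rise (log2 fold change 2.82), with 454 and 21 counts in the controls and 2144 and 997 after morphine. Without control replicate 1 its log2 fold change was 6.38, and without control replicate 2 it was 1.86. The spread within a condition is wide for both loci. Reads shared between near-identical copies of these genes were not tested, and a biological effect of morphine remains open and untested. The calls also depended on the test. The edgeR exact and likelihood ratio tests called all of the 5 largest rises and 5 largest falls. DESeq2 called 1 of these rises and 0 of these falls, and gave no adjusted p for some of them.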

How the results depend on the processing

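The number of DEGs, 309 (125 up, 184 down) with edgeR's quasi-likelihood test, depended on the test and on the loci tested, and the cause was not tested unless stated. It was 807 (332 up, 475 down) with the exact test, 840 (348, 492) with the likelihood ratio test, 652 (265, 387) with DESeq2, 515 (281, 234) with total counts only, 1657 (615, 1042) without a count filter, and 24 (15, 9) at an FDR of 0.01. With total counts only, 45.4% of the DEGs were downregulated, against 59.5% with TMM. The exact test, the likelihood ratio test and RLE scaling kept all 309, and DESeq2 kept 204. RLE scaling gave 312, at least 10 counts in every library 335, the length offset 321 (159, 162) and thinning 320. Chosen after the data were seen, restriction to loci with a gene name gave 984 (389, 595), restriction to loci with a GENCODE transcript 990 (418, 572), a robust prior 889 (390, 499), removal of the GC trend 196 (98, 98), and removal of the length and GC trends 260 (145, 115). The prior degrees of freedom of the quasi-likelihood fit were 9.93 over all loci and 14.0 over loci with a gene name.

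With the replicate number as a block the number of DEGs was 1128 (439, 689), and 911 (435, 476) with the length offset as well. The correlation of the deviations of libraries with the same number was 0.026, and 15 of the 17 genes of Figure S4C were called with the block. For the peak lists the same correlation over windows of 10 kb was 0.134 (0.107 with equal numbers of peaks). Neither the paper nor the labels say that a number marks a shared batch, so the libraries were not paired. Taken by number, which was chosen after the data were seen, the differences shared a sign in replicates 1 and 2 for the number of peaks (-1624 and -1496), promoters (6.52 and 4.17 points), introns (-1.31 and -1.46), distal intergenic regions (-4.44 and -2.48), shores (4.50 and 2.69) and the open sea (-6.74 and -3.89). With 2 pairs an exact sign-flip test has no p under 0.5. The PRC2 genes as a set had camera p = 0.0303 with a preset correlation and the block (adjusted p = 0.121 over the 8 sets).

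For the PRC2 genes, the genes of Figure S4C and the largest rises and falls, 362 comparisons with an alternative kept their call and direction, 59 gained a call, 26 lost one and 4 changed sign. The sign changes were Rbbp4 (log2 fold change 0.034) and Rbbp7 (0.040) with the GC trend removed, and Rbbp4 (0.041) and Rbbp7 (0.0061) with the length and GC trends removed. With each library left out in turn, the log2 fold change of Eed ran from -0.13 to 0.0058, the higher value without morphine replicate 1, and the others of these genes kept their sign.

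The TSS coverage ratio and the CpG island share kept their direction under every alternative set before the data were examined. With each library left out in turn the island share difference ran from 1.11 to 4.35 points, that of island peaks at promoters from 0.992 to 3.63, and the TSS ratio difference from 0.149 to 0.233. The promoter share difference ran from 0.182 to 10.5 points, introns from -2.76 to -0.00749, distal intergenic regions from -7.23 to 0.310, shores from -0.757 to 7.95, shelves from -1.16 to -0.860 and the open sea from -11.3 to 0.694. The sign changes all came without morphine replicate 1, which also gave the values nearest 0 for islands, the TSS ratio and promoters, while leaving out control replicate 2 did so for introns. The shelf difference of -1.01 points became -2.15 with a score of at least 100, -1.37 with equal numbers of peaks, -1.52 for BSs, -0.0566 by covered base pairs and -0.249 by any overlap. By any overlap, chosen after the data were seen, the island difference was 7.36 and the shore difference -1.91, as that rule moves peaks from shores to islands. A score of at least 100 left 3192 control, 2715 morphine and 2183 shared BSs, since it removes most peaks.

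The odds ratio of DEGs at promoters that gained a BS, 1.23, was 0.614 with the DEGs of the length offset and 0.203 with a score of at least 100. For promoters that lost a BS, the odds ratio of 0 no longer passed the threshold with a score of at least 100 (0.399) or when promoters with any peak in the other condition were left out (odds ratio 0, two-sided Fisher's exact test, p = 0.188), where the set holds 168 loci. For the expression shift of genes that lost a promoter BS, the direction given by camera changed with the length offset (0.605) and with the block (0.949), both values being p of the camera test with a preset correlation and not past the threshold. With the length and GC trends removed, chosen after the data were seen, that direction changed for genes that gained (0.577) or kept (0.695) a promoter BS, again as p of the camera test with a preset correlation and not past the threshold. The median control RNA of genes that gained a promoter BS lay at percentile 0 of random sets of tested loci, at 3.75 with a score of at least 100, and at 100 when all listed loci were included, because that background adds loci without expression.

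The ChIP-Seq lists carry no depth, so whether a library with fewer peaks had fewer reads was not examined. With 2 libraries per group, the permutation tests have no p under 0.33.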

Differences from the paper's values

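The paper reports 932 DEGs, 386 upregulated and 546 downregulated, and edgeR's quasi-likelihood test gave 309, 125 and 184. Among the alternatives set before the data were examined, the exact test (807), the likelihood ratio test (840), DESeq2 (652) and the fits with the replicate number as a term came within 1.5 times of the paper's total. RLE scaling (312), total counts only (515), no count filter (1657), at least 10 counts in every library (335), the length offset (321), thinning (320) and an FDR of 0.01 (24) did not. For the upregulated genes total counts only (281) also came within that range. Restriction to loci with a gene name (984) or a GENCODE transcript (990) and a robust prior (889) also came within 1.5 times of the total, and were chosen after the values were seen.

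The paper reports 16 genes with changed expression and promoter H3K27me3, and its Figure S4C lists 17, of which 8 were DEGs with the quasi-likelihood test. The exact test called 14, DESeq2 14, the likelihood ratio test 15, the fit without a count filter 17, and the fit with the replicate number as a term came within that range too. RLE scaling and total counts only (8 each), at least 10 counts in every library (8), the length offset (2), the length offset with the replicate number as a term (5) and thinning (9) did not. Restriction to loci with a gene name or a GENCODE transcript and a robust prior, chosen after the values were seen, each called 15.

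For CpG islands, the share of BSs was 5.53% in the control and 9.02% after morphine, against about 18% and about 20% in Fig. 2d, read by eye, and no alternative set before the data were examined closed the gap. For shelves it was 5.63% and 4.12% against about 20% for both conditions in Fig. 2d, read by eye, and none closed the gap. For the open sea it was 58.0% and 51.7% against about 32% and about 26% in Fig. 2d, read by eye, where a score of at least 100 gave 37.9% and 32.4% and equal numbers of peaks did not close the gap. Classing BSs by any overlap, chosen after the values were seen, gave island shares of 35.5% and 44.3%.

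The paper describes more H3K27me3 at the promoters of Ezh2, Eed, Rbbp4 and Rbbp7, and no list holds a peak within 1 kb of their TSSs, the nearest being 18021 bp away. For Suz12, Ezh2 and Eed the paper also reports promoter enrichment by ChIP-qPCR and lower RNA by RT-qPCR, neither of which was analysed here. The paper describes lower RNA for all PRC2 subunits. The log2 fold changes lay between -0.18 and -0.06, and none passed an FDR of 0.05 in the quasi-likelihood test. Suz12 passed with DESeq2 (FDR 0.0404) and without a count filter (0.00565), and Ezh2 without a count filter (0.0486). Over the alternatives the FDR of Suz12 ran up to 0.748 and that of Ezh2 up to 0.579. Among the genes of Figure S4C, Mga had no promoter peak in any library and Bmp4 had one in all 4.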

Other observations

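The tests of peak midpoints at promoters, length and GC content of mitochondrial loci, locus length, GC content in the RNA-Seq counts, chromosomes 8 and 11 and peak width in the Hox clusters were chosen only after the pattern was seen, and the others were set beforehand. The peak midpoint as a measure was an alternative set beforehand, and only its test against the number of peaks was chosen later.

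The log2 fold change after morphine followed the GC content of the gene, with a Spearman correlation of 0.534 across 16690 loci, which are not independent replicates. In the fit of loci with a GENCODE transcript, the median GC content was 42.2% for downregulated and 57.4% for upregulated genes. The same comparison over all loci is void for the downregulated genes, of which 76.1% have a GC value. The difference between libraries of one condition also followed GC content, with correlations of 0.194 between the controls and -0.338 between the morphine libraries, so a GC trend that differs between libraries is a candidate explanation for part of the pattern. Between conditions the correlations ran from 0.337 to 0.535. With the length and GC trends removed, 260 DEGs were called, which argues against these trends as the whole cause. Of the 990 DEGs called without the correction among these loci, 14.6% were still called, 57 of 572 downregulated and 88 of 418 upregulated. A biological change that itself follows GC content stays open, since the correction removes it as well.

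Downregulated genes were longer, with a median of 5415 bp against 2864 bp over the tested loci. With the length trend removed, a share of 0.641 of the downregulated DEGs (118 of 184) was still called, which argues against a length trend as the whole cause of their fall. For the other genes it stays open, as the difference between the morphine libraries also followed length (Spearman's correlation across loci 0.138).

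Of the 3 splits of the 4 RNA-Seq libraries into pairs, 1, the real one, gave as many as 309 DEGs. The other 2 gave 0 each, with 383 and 294 loci at an unadjusted p under 0.05 against 4174. With 3 splits no share under 0.05 is possible, so a grouping by chance and an effect of morphine cannot be told apart by this test.

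The 10 mitochondrially encoded loci had a median log2 fold change of -0.26 after morphine, 8 of them lower and 3 with an FDR of 0.05 or less. The median nearest to 0 over TMM, RLE, total counts, thinning and DESeq2 was -0.24, which argues against the scaling as the cause. Mitochondrial loci took 1.79% and 1.60% of the counts in the controls and 1.34% and 1.5% after morphine. Taken per library, the difference in the median of these loci was -0.34 (log2), and with the length trend removed -0.38 against a pooled SD of 0.18, without overlap and -0.23 without control replicate 1, the value nearest to 0, which argues against a length trend as the whole cause. With the GC trend removed it was -0.13 against a pooled SD of 0.12, and -0.01 without control replicate 1. These loci have a median GC content of 36.7%, and only 0.551% of the loci with a GENCODE transcript lie as low, so a GC trend cannot be told apart from an effect of morphine.

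Chromosomes 8 and 11 carried 8.15 and 9.87 peaks per Mb as the mean of the 4 libraries, against 3.46 to 4.92 on the other autosomes and 0.826 on chromosome X. The mean number of peaks per CpG island was 1.17 and 0.902 on chromosomes 8 and 11 and at most 0.827 on the other autosomes, but in control replicate 2 chromosome 3 (1.076) lay just above chromosome 11 (1.075). Outside genes, promoters and islands with their flanks, both chromosomes held at least 2.23 times as many peaks per Mb as any other autosome in each of the 4 libraries, which argues against the density of islands and genes as the whole cause. Outside promoters, 24 of 25 segments of 10 Mb on these chromosomes held more peaks than the median segment of the other autosomes (medians of 6.45 and 2.33 peaks per Mb), which is consistent with extra copies of both chromosomes in the cultures, as a hypothesis. Copy number was not measured here.

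No list holds a peak in any of the 4 Hox clusters. The paper used a Hox region as the positive control of the immunoprecipitation and reports its enrichment by qPCR. The widest of the 45046 peaks was 8642 bp and 0 were wider than 10 kb. A candidate explanation is that the peak caller's local background keeps domains wider than a few kb from being called. No signal outside the lists was examined, so this cannot be told apart from a weak mark there. Of the lineage genes, T, Eomes, Gata4, Gata6, Sox17, Sox1, Pax6 and Cdx2 also had no promoter peak in any list. Mixl1 had one in all 4 lists, and Dnmt3b and Krt18 in some. The shares of peaks at promoters, TSSs and CpG islands therefore describe only the regions that were called. The promoter of Tbp, the paper's negative control, had no peak within 1 kb in any list, the nearest lying 33764 bp away.

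The higher share of promoter peaks after morphine went with fewer peaks. With equal numbers of the strongest peaks the difference was 2.87 points against a pooled SD of 2.53 points. The libraries of the 2 conditions overlapped, and the difference was 0.864 points without morphine replicate 1. Taken by replicate number, which is not known to mark a shared batch, it was 3.34 points in replicates 1 and 2.41 in replicates 2. So for peaks that reach within 1 kb of a TSS an effect of the number of peaks cannot be told apart from morphine. For peak midpoints within 1 kb the difference with equal numbers was 6.26 points against a pooled SD of 2.86 points, without overlap, and ran from 3.85 to 8.67 points with each library left out in turn, the lowest without morphine replicate 1 and the highest without morphine replicate 2. This argues against the number of peaks as the whole cause of the rise at midpoints. Other technical differences between the libraries and an effect of morphine stay open.

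More peaks covered TSSs and CpG islands after morphine. Peaks away from both had a median GC content of 42.6% and 40.8% in the controls and 43.5% and 41.7% after morphine, which overlap (two-sided exact permutation test, p = 0.667). A GC trend of the ChIP-Seq libraries could neither be shown nor excluded, and the 2 cannot be told apart with 2 libraries per group.

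Genes with a promoter BS only after morphine had a median control RNA of 2.58 log2 CPM, against 3.87 over the tested loci, at percentile 0 of 10000 random sets. Over all listed loci they lay at percentile 100, and those without any control peak at 51.7 of the tested loci. Genes that lost a BS (2.23) and genes with one in both conditions (2.16) were also low. Background at active promoters and gain of the mark at silent ones cannot be told apart, since the backgrounds place the genes on opposite sides.

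Of the pluripotency genes, Pou5f1, Klf2 and Klf4 had a promoter peak in both morphine libraries and in neither control library, although for Klf4 the nearest control peaks lay 1571 and 1196 bp from the TSS, just outside the window. These genes were singled out after their values were seen. Klf2 RNA rose (log2 fold change 0.33, FDR 0.0151 from edgeR's quasi-likelihood test), Pou5f1 had a log2 fold change of 0.23 (FDR 0.0525) and Klf4 one of -0.03 (FDR 0.785). Of the 12 pluripotency genes, 1 passed an FDR of 0.05 over all loci and 5 when adjusted over the list alone. With the trends of length and GC content removed, a correction chosen after the counts were seen, 0 of the 12 passed. The log2 fold changes of Klf2, Pou5f1 and Klf4 were then 0.12, 0.07 and -0.12.

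In the other lists, 1 of 8 PRC2 accessory genes passed an FDR of 0.05 over all loci (Epop, log2 fold change 0.39) and 4 when adjusted over the list alone. Of 2 H3K27 demethylase genes, 0 passed over all loci and 1, Kdm6a, when adjusted over the list alone (log2 fold change -0.24, unadjusted p = 0.0019). With the trends of length and GC content removed, the log2 fold change of Epop was 0.14 and that of Kdm6a -0.08. Epop still passed an FDR of 0.05 in that fit and Kdm6a did not. Of 4 opioid receptor genes, 1 was tested and 0 passed, with 0 at an unadjusted p under 0.05, and Oprm1 had 0 counts in all 4 libraries. Of 13 lineage genes and 3 reference genes tested, 0 passed by either adjustment, with 1 and 0 at an unadjusted p under 0.05. The reference gene Gapdh was counted at 5.32 normalized CPM in the controls, against 48.1 for Pcx.

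The shared fraction of covered bases was 47.9% between the controls, 47.2% between the morphine libraries and 40.3% to 48.8% between conditions. With equal numbers of the strongest peaks it was 50.7%, 50.5% and 44.1% to 50.1%.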
